# Epigenetic regulation of the circadian gene *Per1* contributes to age-related changes in hippocampal memory

**DOI:** 10.1038/s41467-018-05868-0

**Published:** 2018-08-20

**Authors:** Janine L. Kwapis, Yasaman Alaghband, Enikö A. Kramár, Alberto J. López, Annie Vogel Ciernia, André O. White, Guanhua Shu, Diane Rhee, Christina M. Michael, Emilie Montellier, Yu Liu, Christophe N. Magnan, Siwei Chen, Paolo Sassone-Corsi, Pierre Baldi, Dina P. Matheos, Marcelo A. Wood

## Abstract

Aging is accompanied by impairments in both circadian rhythmicity and long-term memory. Although it is clear that memory performance is affected by circadian cycling, it is unknown whether age-related disruption of the circadian clock causes impaired hippocampal memory. Here, we show that the repressive histone deacetylase HDAC3 restricts long-term memory, synaptic plasticity, and experience-induced expression of the circadian gene *Per1* in the aging hippocampus without affecting rhythmic circadian activity patterns. We also demonstrate that hippocampal *Per1* is critical for long-term memory formation. Together, our data challenge the traditional idea that alterations in the core circadian clock drive circadian-related changes in memory formation and instead argue for a more autonomous role for circadian clock gene function in hippocampal cells to gate the likelihood of long-term memory formation.

## Abstract (web summary)

Circadian rhythms are known to modulate memory, but it’s not known whether clock genes in the hippocampus are required for memory consolidation. Here, the authors show that epigenetic regulation of clock gene Period1 in the hippocampus regulates memory and contributes to age-related memory decline, independent of circadian rhythms.

## Introduction

Animals have an internal circadian clock that drives the rhythmic cycling of biological processes every ~24 h. Circadian rhythms drive numerous physiological events, including the sleep-wake cycle, feeding behavior, body temperature, and metabolism. In the master circadian clock, the suprachiasmatic nucleus (SCN), a group of core clock genes oscillate in a negative feedback loop that cycles every ~24 h^1,2^. In addition to regulating basic biological processes, the circadian clock also has a strong influence on memory. Long-term memory, which is transcription-dependent, shows a strong time-of-day effect, with peak memory performance during the day (inactive phase) in mice^3,4^. Notably, both long-term memory and circadian rhythmicity are impaired with age^5^, suggesting that common molecular mechanisms might underlie both processes. One idea is that clock genes located in memory-relevant structures, like the dorsal hippocampus, might gate an animal’s ability to form long-term memory based on the time of day^6^. Consistent with this, disruption of several individual clock genes throughout the brain can impair hippocampal long-term memory in young animals. As no study to date has selectively disrupted circadian gene function within the dorsal hippocampus, it is unclear whether clock genes act within hippocampal cells to affect long-term memory formation or whether these memory deficits result from off-target effects in other brain regions, such as impaired circadian rhythms, sleep deficits, or even developmental abnormalities.

Gene expression is decreased in the aging brain, which may be the consequence of a more repressive chromatin structure. Transcription is controlled in part through changes in chromatin structure, which can dynamically promote or restrict access to neuronal DNA following a learning event. One hypothesis put forth by Barnes and Sweatt posits that the epigenome is altered in aging neurons, resulting in a repressive chromatin structure that prevents normal gene expression required for long-term memory formation^7^. Several studies support this idea showing altered histone modification mechanisms in the aging brain^8–10^. However, whether chromatin modification mechanisms abnormally regulate circadian gene expression in a key learning and memory brain region is unknown. Here, we examined this possibility by focusing on the role of histone deacetylase 3 (HDAC3)-dependent regulation of age-related memory and gene expression. We found that deletion or disruption of HDAC3 in the dorsal hippocampus ameliorates age-related impairments in long-term memory and synaptic plasticity in 18-month-old mice, an effect that appears to be mediated in part by the core circadian clock gene Period1 (*Per1*). Broadly, this work suggests that *Per1* may be a mechanism contributing to age-related impairments in both long-term memory and circadian rhythmicity, depending on the structure.

## Results

### HDAC3 contributes to age-related memory impairments

We first tested whether the repressive histone deacetylase HDAC3 plays a role in age-related memory decline. HDAC3 is a potent negative regulator of memory formation and disruption of HDAC3 in young animals can transform a subthreshold learning event into one generating persistent long-term memory for multiple tasks^11–14^. We used two methods of disrupting HDAC3 in the dorsal hippocampus of aging (18-month-old) mice. First, we created focal homozygous deletions of HDAC3 by infusing AAV2.1-CaMKII-Cre recombinase (1 μL per side) into the dorsal hippocampi of HDAC3^flox/flox^ mice (Supplementary Fig. 1a). Second, to selectively block the enzymatic activity of HDAC3, we used a dominant-negative point mutant virus, AAV2.1-CMV-HDAC3(Y298H)-v5 that specifically blocks HDAC3 deacetylase activity without affecting protein-protein interactions (see ref. ^12,15–17^ Supplementary Fig. 1b). Viruses were infused two weeks before training, allowing for tight spatial and temporal control over our HDAC3 manipulations to avoid potential side effects that might occur from prolonged HDAC3 disruption during development^18,19^. Two weeks after AAV-CaMKII-Cre infusion (Supplementary Fig. 1c), we observed that *Hdac3* mRNA expression was not affected by training in object location memory (OLM), but genetic deletion of hippocampal *Hdac3* disrupted expression of *Hdac3* mRNA (Supplementary Fig. 1d) in addition to HDAC3 protein (Supplementary Fig. 1a).

To determine whether deletion of HDAC3 improves memory in aging mice, we tested the effects of hippocampal HDAC3 deletion (HDAC3^flox/flox^) or activity disruption (HDAC3(Y298H)) on long-term memory for OLM (Fig. 1a). Consistent with numerous reports of age-related hippocampal memory deficits, we found that aging, 18-m.o. wildtype (HDAC3^+/+^) mice displayed poor memory for OLM following 10-min training, showing no significant increase in DI between training and testing (Fig. 1b, gray bars). Importantly, a 10-min training session normally produces strong long-term memory in young mice^20^. In contrast, 18-m.o. HDAC3^flox/flox^ littermates formed robust long-term memory (Fig. 1b, teal bars), with a significant increase in preference for the moved object at test relative to training. HDAC3^flox/flox^ mice showed a significantly higher DI at test than HDAC3^+/+^ mice despite similar levels of total exploration during the test session (Fig. 1c). We observed similar effects with the activity-specific AAV-HDAC3(Y298H) virus. Aging, 18-m.o. empty vector (EV) control mice showed poor memory for OLM whereas mice infused with AAV-HDAC3(Y298H) into the DH showed significantly higher preference for the moved object with no change in total exploration (Fig. 1d, e). In contrast to the poor long-term memory observed in 18-m.o. wildtype mice (Fig. 1b, d), short-term memory for OLM (tested 60 m after acquisition; Supplementary Fig. 2a) was intact for both HDAC3^+/+^ and HDAC3^flox/flox^ mice (Supplementary Fig. 2b, c) and there was no significant difference in anxiety between these groups (Supplementary Fig. 2d). We also observed no significant difference in movement between the groups during habituation (Supplementary Figs. 2e, f, 8a, b). Together, these results demonstrate that age-related impairments in OLM are ameliorated by deletion or disruption of HDAC3 in the dorsal hippocampus.

**Fig. 1:**
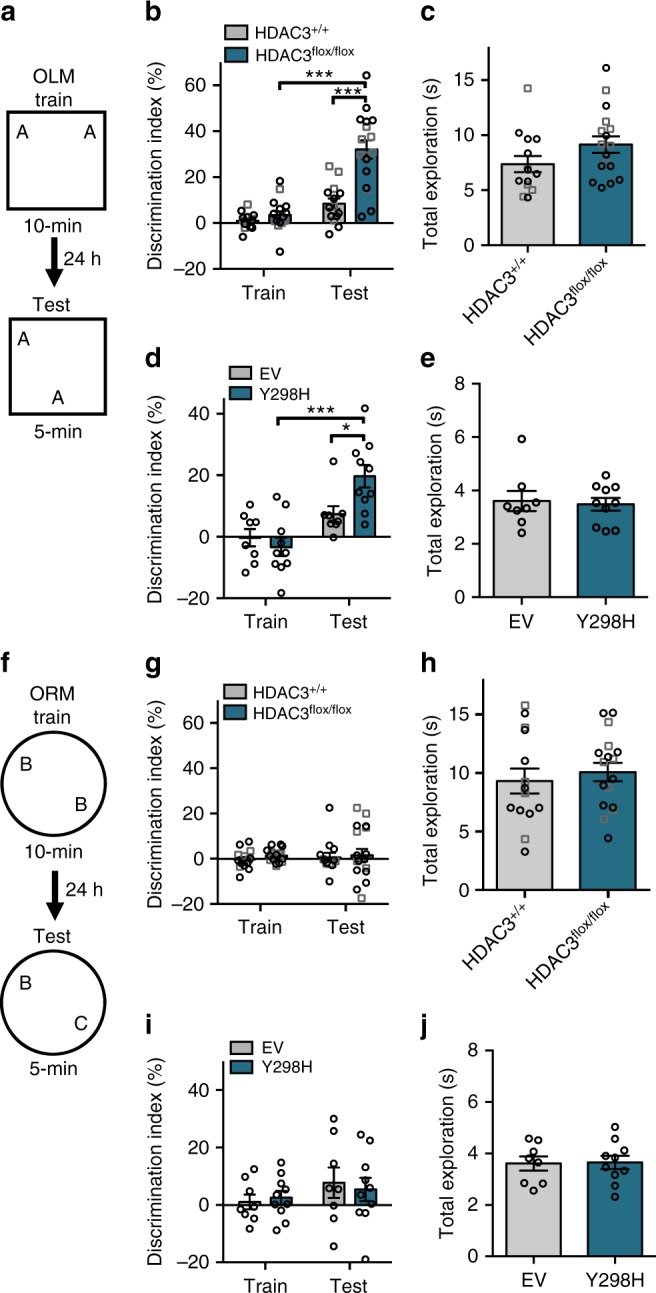
Deleting or disrupting HDAC3 ameliorates age-related impairments in hippocampal memory. **a** OLM procedure. AAV was infused 2 weeks before training. **b** 18-m.o. HDAC3^flox/flox^ mice showed significantly better memory for OLM compared to wild type (HDAC3^+/+^) littermates (Two-way ANOVA: Significant Genotype x Session interaction (*F*_(1,29)_ = 15.96, *p* < 0.001), Sidak’s post-hoc tests, ***p < 0.001, *n* = 14(5F), 17(6F)). **c** Total exploration was similar for both groups at test (*t*_(29)_ = 1.67, ***p = 0.11). **d** Disrupting HDAC3 activity in the dorsal hippocampus with AAV-HDAC3(Y298H)-V5 also ameliorated hippocampal memory impairments in 18-m.o. mice (Two-way ANOVA: main effect of session (*F*_(1,16)_ = 15.96, *p* < 0.001), Sidak’s post hoc tests, ***p < 0.001, *p < 0.05, *n* = 9,10; all males). **e** Total exploration time was similar for both groups at test (*t*_(16)_ = 0.28, *p* = 0.78). **f** ORM experimental procedure, 2 weeks after the completion of OLM. **g** Both 18-m.o. HDAC3^flox/flox^ mice and HDAC3^+/+^ littermates showed little preference for the novel object (Two-way ANOVA, no main effects or interaction, *n* = 14(5 F), 17(6 F)). **h** Total exploration time was similar for both groups at test (*t*_(29)_ = 0.59, *p* = 0.56). **i** Disrupting HDAC3 activity in the dorsal hippocampus with AAV-HDAC3(Y298H) also had no effect on ORM, with neither group showing preference for the novel object (Two-way ANOVA, no main effects or interaction, *n* = 9,10; all males). **j** Groups showed similar total exploration time at test (*t*_(16)_ = 0.28, *p* = 0.78). Data are presented as mean ± SEM; black circles, males; gray squares, females

We next tested whether our focal HDAC3 manipulation affected object recognition memory (ORM), which does not require the dorsal hippocampus for retrieval^20^. In this task, one familiar object is replaced by a novel item (Fig. 1f). Deleting HDAC3 in the dorsal hippocampus did not rescue memory for ORM, with both HDAC3^+/+^ and HDAC3^flox/flox^ mice showing no preference for the novel object at test compared to training (Fig. 1g). Again, groups did not differ in total exploration levels during the test session (Fig. 1h). Similarly, activity-specific disruption of HDAC3 in the hippocampus was unable to ameliorate age-related ORM impairments (Fig. 1i, j). Thus, age-related impairments in long-term ORM were not ameliorated by hippocampal deletion or disruption of HDAC3.

Together, our results indicate that deletion or disruption of HDAC3 in the dorsal hippocampus can ameliorate age-related long-term memory deficits for a hippocampus-dependent task (OLM; Fig. 1a–e) without affecting memory for a hippocampus-independent task (ORM; Fig. 1f–j). Importantly, all mice showed intact short-term memory for OLM (Supplementary Fig. 2), suggesting that these animals acquire memory normally but fail to consolidate this information into observable long-term memory. As short-term memory is transcription-independent (for review^21^), this finding is consistent with the idea that learning-induced gene expression is altered in aging mice, resulting in age-related impairments in long-term memory.

### HDAC3 disruption reverses age-related impairments in LTP

To test whether HDAC3 also contributes to age-related synaptic plasticity impairments, we examined long-term potentiation (LTP) in acute hippocampal slices following either deletion or disruption of HDAC3. LTP is also impaired with age, particularly when the stimulation protocol is close to the LTP induction threshold^22^. Two weeks after viral infusion, we prepared hippocampal slices and induced LTP with a single train of 5 theta bursts to Schaffer collateral inputs and recorded field EPSPs from apical dendrites of CA1b. This relatively mild form of stimulation produced a stable level of LTP in young HDAC3^+/+^ slices (Fig. 2a). Deleting HDAC3 in the hippocampus enhanced LTP, with HDAC3^flox/flox^ mice showing significantly higher potentiation than wildtype controls. As predicted, aging-18-m.o. HDAC3^+/+^ mice showed impaired LTP and the HDAC3 deletion ameliorated this deficit, producing LTP comparable to that of young wildtype mice (Fig. 2b, c) with no effect on baseline synaptic transmission (Fig. 2g, h).

**Fig. 2:**
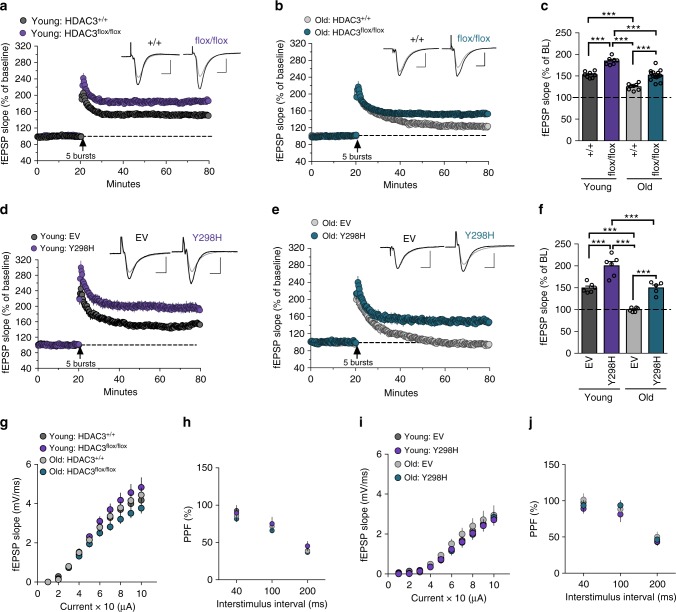
Deleting or disrupting HDAC3 ameliorates age-related impairments in synaptic plasticity. **a** Mean ± SEM fEPSP slope recordings in hippocampal slices from young (3-m.o.) HDAC3^flox/flox^ mice or HDAC3^+/+^ littermates 2-weeks after hippocampal AAV-Cre infusion. Deleting HDAC3 enhanced theta burst-induced LTP in the young hippocampus. Scale bar: 1 mV per 5 ms. **b** The same stimulation caused a gradual decay toward baseline in slices from old (18-m.o.) HDAC3^+/+^ mice. Deleting HDAC3 (HDAC3^flox/flox^) restored a greater level of stable potentiation relative to HDAC3^+/+^ littermates. Scale bar: 1 mV per 5 ms. **c** Summary graph showing mean fEPSP slope 60 m after stimulation. Potentiation was significantly enhanced by HDAC3 deletion in slices from both young and old mice. Deleting HDAC3 in the 18-m.o. hippocampus produced LTP comparable to that of 3-m.o. wildtype mice (Two-way ANOVA: main effects of Age (*F*_(1,33)_ = 80.8, *p* < 0.0001) and Genotype (*F*_(1,33)_ = 75.5, *p* < 0.0001), Sidak’s post hoc tests, ***p < 0.0001, *n* = 8, 7, 8, 14 slices from 3, 3, 3, 6 mice; all male). **d** Mean ± SEM fEPSP slope recordings in hippocampal slices from young (3-m.o.) mice two weeks after hippocampal AAV-HDAC3(Y298H) or AAV-EV infusion. Disrupting HDAC3 activity enhanced LTP in the young hippocampus. Scale bar: 1 mV per 5 ms. **e** The same stimulation protocol failed to produce stable potentiation in slices from 18-m.o. mice, but this impairment was overcome by disrupting HDAC3 activity (AAV-HDAC3(Y298H)). Scale bar: 1 mV per 5 ms. **f** Summary graph. Potentiation was significantly enhanced by HDAC3 disruption in slices from both young and old mice. Disrupting HDAC3 activity in the 18-m.o. hippocampus with AAV-HDAC3(Y298H) produced LTP comparable to that of 3-m.o. wildtype mice (Two-way ANOVA: main effects of Age (*F*_(1,19)_ = 62.8, *p* < 0.0001) and Genotype (*F*_(1,19)_ = 63.4, *p* < 0.0001), Sidak’s post hoc tests, ***p < 0.0001, *n* = 6, 6, 6, 5 slices from 4, 4, 4, 4 mice; all male). **g** Input/output (I/O) curves and **h** paired-pulse facilitation (PPF) were comparable between HDAC3^+/+^ and HDAC3^flox/flox^ slices. **i** I/O curves and **j** PPF were similar between AAV-EV and AAV-HDAC3(Y298H) slices. Data are presented as mean ± SEM

We observed similar results with the activity-specific disruption. Here, we used a within-subjects design in which young and old wildtype mice were infused with the control virus (AAV-EV) into one hippocampus and AAV-HDAC3(Y298H) into the contralateral hippocampus. As before, we found that disrupting HDAC3 activity enhanced LTP in slices from young mice (Fig. 2d) and ameliorated age-related LTP impairments in slices from aging mice (Fig. 2e, f) without interfering with baseline synaptic transmission (Fig. 2i, j). Either deletion or disruption of HDAC3 can therefore ameliorate age-related impairments in hippocampal LTP.

### A subset of age-impaired genes is improved by HDAC3 deletion

Our data suggest that deleting or disrupting HDAC3 ameliorates age-related impairments in long-term memory and synaptic plasticity. We next asked whether age-related deficits in hippocampal gene expression could also be ameliorated by deleting HDAC3. We hypothesized that dysregulation of HDAC3 activity in the old brain leads to an unusually repressive chromatin structure that limits gene expression, which ultimately impairs long-term memory. To identify which specific genes are regulated by HDAC3 in the young and aging brain, we ran an RNA sequencing experiment in which we compared young (3-m.o.) wildtype mice, aging (18-m.o.) HDAC3^+/+^ mice, and aging (18-m.o.) HDAC3^flox/flox^ littermates. To identify gene expression changes during memory consolidation, animals in each group were killed 60 m after 10-min OLM training and compared to homecage (HC) controls. 

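Hippocampal RNA from 40 mice was sequenced, with 1 library per mouse and no pooling. Young wildtype mice gave 6 homecage and 6 OLM libraries, old wildtype mice 6 and 6, and old HDAC3 flox/flox mice 8 and 8. Hdac3 encodes the deleted histone deacetylase and lies on the reverse strand of chromosome 18 of mm10 from 37935844 to 37955016. It stood at 16.2 ± 1.62 RPKM (SD, n = 8) in the homecage group of old HDAC3 flox/flox mice and at 30.0 ± 1.63 RPKM (SD, n = 6) in that of old wildtype mice. This is a log2 fold change of -0.87 (adjusted p = 7.86e-05 from limma). In the OLM groups, Hdac3 stood at 18.4 ± 4.35 RPKM (SD, n = 8) and 30.3 ± 1.89 RPKM (SD, n = 6). In young wildtype mice it stood at 33.4 ± 1.38 RPKM in the homecage and 32.9 ± 1.54 RPKM after OLM (SD, n = 6 each). The authors aligned single reads of 50 bases with ELAND and Bowtie and removed reads that matched several locations. They computed RPKM values, which scale the reads of a gene by the length of its exons and by the mapped reads of the library, for 20953 genes. RPKM values carry no read totals, so the depth was estimated from the steps between the low values of 730 genes of short RNAs. The estimate assumes that the smallest step is 1 base of a read of 50. It ran from 25.1 M to 33.3 M reads (median 26.8 M) in the homecage and from 24.8 M to 36.0 M (median 26.7 M) after OLM in young wildtype mice. In old wildtype mice it ran from 12.7 M to 31.7 M (median 23.6 M) and from 14.3 M to 31.0 M (median 20.4 M). In old HDAC3 flox/flox mice it ran from 18.6 M to 38.8 M (median 23.6 M) and from 20.6 M to 29.2 M (median 26.1 M). The paper states an average of approximately 30 M reads per sample, and the mean of the estimates was 25.2 M. The RPKM values were used as deposited, so neither figure enters them. Each trained group was compared with its own homecage group on log2(RPKM + 0.5) with limma, for the 14173 genes with a mean RPKM of at least 0.5. Genes with a p under 0.05 and a Benjamini-Hochberg adjusted p under 0.15, the thresholds of the paper, count as changed. The SD between mice, as the median over genes on the log2 scale, was 0.0893 in the homecage and 0.109 after OLM in young wildtype mice, 0.164 and 0.154 in old wildtype mice, and 0.264 and 0.245 in old HDAC3 flox/flox mice. In simulated data with the SD of each gene, 100 genes were changed by 0.5 on the log2 scale and another 100 by 1. Of the genes changed by 0.5, limma called 85 in young wildtype, 70 in old wildtype and 55 in old HDAC3 flox/flox mice. The simulated noise was drawn for each gene alone, while genes vary together within a real mouse, so these counts need not hold for the real data. Single mice are named by their library label, in which YWT, OWT and H3F stand for young wildtype, old wildtype and old HDAC3 flox/flox, HC for the homecage and BV for OLM. The young libraries come from an earlier study, and the paper's methods describe an infusion of virus for the old mice, so that age, study and infusion cannot be told apart for levels of expression, while each effect of training is a difference within a study.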

After mapping and considering the haploid genome^23,24^, sequencing quality was assessed (Supplementary Fig. 3a, b) and significant differences in expression profiles were examined between all pairs of samples for *p* < 0.05^20^.

We expected that experience-induced gene expression would be altered in the old brain, as previously described, with a subset of genes failing to express after learning. We therefore focused on those genes expressed at significantly higher levels in the trained groups compared to homecage controls. While each group (Young WT, Old WT, Old HDAC3^flox/flox^) showed a substantial number of genes induced by OLM training, each group showed a unique gene expression profile (Fig. 3a, Supplementary Tables 1–3). 

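In young wildtype mice, 44 genes rose and 16 fell after OLM training. The genes that rose most include Egr2 (log2 fold change 1.16, standard error 0.12, adjusted p = 0.00439 from limma), Fos (1.01, standard error 0.19, adjusted p = 0.097) and Fosb (0.50, standard error 0.10, adjusted p = 0.115), transcription factors switched on by neuronal activity. Dusp5 and Dusp6, phosphatases that limit MAP kinase signalling, rose by 0.47 and 0.37 on the log2 scale, and Errfi1, a feedback inhibitor of the EGF receptor, rose by 0.27. Dnase1l2, an endonuclease, and 3110001I22Rik rose by 0.50 and 0.46. The genes that fell most were the long noncoding RNA Dancr (-0.37), Gm9776 (-0.33), 2610524H06Rik (-0.31), Tipin (-0.29), which acts at replication forks, and Fcgr1 (-0.27), an Fc receptor of myeloid cells. Nlrx1 (-0.27), Mylip (-0.24), Ccdc177 (-0.21), Tspan17 (-0.18) and Fam214a (-0.18) also fell. Of 35 immediate-early genes, 9 rose and none fell (16 higher when adjusted over the list alone), with a median log2 fold change of 0.17 (camera, adjusted p = 6.19e-16; adjusted p = 0.0236 with an estimated correlation). Of 21 circadian clock genes, none fell and 3 rose, namely Per1, Per2 (0.39) and Bhlhe40 (0.24), a clock repressor. Adjusted over the list alone, 4 were higher, with Cry1 (0.17), and Npas2, a partner of BMAL1, was lower (-0.18). The count of 4 was 9 without YWT-BV-1906 and ran from 3 to 6 without any other mouse, in several cases without Cry1. The clock list moved up (camera, adjusted p = 0.000498; adjusted p = 0.378 with an estimated correlation). Of 25 glucocorticoid-responsive genes, Per1 and Errfi1 rose. Adjusted over the list alone, 8 were higher, among them Nfkbia (0.35), an inhibitor of NF-κB (camera, adjusted p = 8.82e-05; adjusted p = 0.439 with an estimated correlation). All 15 genes of heat shock and protein folding had positive log2 fold changes, and none passed the test over all genes. Dnajb5 (0.23), Hspa8 (0.16), Hsph1 (0.14) and Dnajb1 (0.24) were higher when adjusted over the list alone (camera, adjusted p = 5.87e-06; adjusted p = 0.378 with an estimated correlation). Of 15 genes of the CBP/CREB pathway, none passed over all genes and Sik1 (0.44) and Creb1 (0.14) were higher when adjusted over the list alone (camera, adjusted p = 0.0217, or 0.0733 without YWT-HC-1940; adjusted p = 0.378 with an estimated correlation). A model of all 40 libraries called 2 higher and 0 lower in young wildtype mice, and weights for libraries gave 693 and 565. The count of 44 genes was 505 without mouse YWT-BV-1923, and 6, 11, 9 and 8 without YWT-BV-1906, YWT-BV-1913, YWT-BV-1915 and YWT-BV-1924. It was 77 without YWT-HC-1931, and 11, 13, 5, 13 and 18 without YWT-HC-1873, YWT-HC-1905, YWT-HC-1907, YWT-HC-1908 and YWT-HC-1940. Fos passed no longer without any 1 of 9 mice, all but YWT-BV-1923, YWT-BV-1935 and YWT-HC-1931.
In old wildtype mice, limma called 0 genes higher and 0 lower after training, with a smallest adjusted p of 0.53. At an unadjusted p under 0.05, 503 were higher and 622 lower, where chance alone would give about 709 in all. A regularized t on RPKM, with the same thresholds, called 1 higher and 0 lower, weights for libraries gave 618 and 1754, and the p-values deposited by the authors, adjusted over the same genes, gave 14 and 273. Without a filter 2 were lower. Of the 35 immediate-early genes, 5 were higher when adjusted over the list alone, Nr4a3 (0.65), Arl4d, Fosb (0.54), Egr4 and Per1. The list moved up against other genes (camera, adjusted p = 0.00427; adjusted p = 0.801 with an estimated correlation), though not after quantile normalization (adjusted p = 0.0679, from 0.00348 to 0.0679 over the settings) or without OWT-HC-110A (0.0902) or OWT-HC-126A (0.0811). Tested by mouse, its mean level did not differ, at 3.19 ± 0.26 in the homecage and 3.23 ± 0.11 after OLM (SD, n = 6 each; exact permutation test, two-sided, p = 0.732). Of 10 markers of CA3 pyramidal cells, 8 were higher when adjusted over the list alone, among them Iyd (0.71), Cpne4 (0.57), Bok (0.51) and Homer3 (0.37). Their median log2 fold change was 0.47 (camera, adjusted p = 2.29e-06; adjusted p = 0.742 with an estimated correlation). Tested by mouse, their mean level was 3.92 ± 0.36 in the homecage and 4.40 ± 0.16 after OLM (SD, n = 6 each; exact permutation p = 0.0281, adjusted p = 0.215 over 81 tests). Whether training or the tissue taken from each mouse moved the markers of regions and cell types was not tested. All 10 markers of CA1 pyramidal cells had negative log2 fold changes there, with a median of -0.32 and none past the list alone (camera, adjusted p = 0.158). That median was -0.16, -0.21 and -0.13 without OWT-HC-107A, OWT-HC-114A and OWT-BV-106C, and -0.45 without OWT-BV-104C (camera, adjusted p = 0.0267). Markers of the choroid plexus, the epithelium beside the hippocampus, had a median log2 fold change of 1.49, or 0.79 without OWT-BV-127C. Ttr (5.23), Sostdc1 (1.75) and Clic6 (2.27) were higher when adjusted over this list of 12 alone (camera, adjusted p = 2.29e-06; adjusted p = 0.801 with an estimated correlation). Hsp90aa1 (0.22), Chordc1 (0.16) and Hsph1 (0.24) were the 3 heat shock genes that were higher when adjusted over the list alone (camera, adjusted p = 0.000279; adjusted p = 0.801 with an estimated correlation). Without mouse OWT-HC-110A, limma called 417 genes higher and 1438 lower.
In old HDAC3 flox/flox mice, limma again called 0 genes higher and 0 lower, with a smallest adjusted p of 0.154. At an unadjusted p under 0.05, 654 were higher and 1774 lower. The regularized t on RPKM also called none, while a model of all 40 libraries called 1352 higher and 2280 lower, weights for libraries gave 2939 and 4255, and the authors' p-values adjusted over the same genes gave 202 and 1094. After quantile normalization 6 were higher, with median-ratio scaling or a pseudocount of 1 there were 3, and with a minimum mean RPKM of 1 there were 2. Of the 21 clock genes, 19 had positive log2 fold changes, with a median of 0.19, or 0.12 without mouse H3F-HC-121B, in which their mean level was 3.21 against 3.54 to 3.79 in the other homecage mice of its group. Per1, Per2 (0.56), Per3 (0.45), Cry1 (0.23), Cry2 (0.22) and the output regulators Hlf (0.63) and Tef (0.30) were higher when adjusted over the list alone (camera, adjusted p = 1.78e-06; adjusted p = 0.345 with an estimated correlation). Of the 25 glucocorticoid-responsive genes, 5 were higher when adjusted over the list alone, among them Fkbp5 (0.31), a cochaperone of the glucocorticoid receptor, Ddit4 (0.30) and Map3k6 (0.22) (camera, adjusted p = 0.00408; adjusted p = 0.345 with an estimated correlation). Of the 35 immediate-early genes, 5 were higher and 3 lower when adjusted over the list alone, with Fosb at 0.55 and Egr3 at 0.42 against Cyr61 at -1.29 (camera, adjusted p = 0.0639; adjusted p = 0.712 with an estimated correlation). The list passed camera without H3F-HC-111B, H3F-HC-117B, H3F-HC-121B, H3F-BV-102D, H3F-BV-118D, H3F-BV-123D or H3F-BV-128D (adjusted p = 0.016, 0.0284, 0.0326, 0.0194, 0.0363, 0.026 and 0.0413). Markers of dentate granule cells had a median log2 fold change of 0.72 (0.49 without mouse H3F-HC-121B), with Plk5 at 1.09 and Npnt at 0.69, and none was past the list alone (camera, adjusted p = 0.000258; adjusted p = 0.572 with an estimated correlation). Their mean level ran from 1.19 to 4.02 between homecage mice. It stood at 2.98 ± 0.84 there and 3.66 ± 0.69 after OLM (SD, n = 8 each; exact permutation p = 0.0963, adjusted p = 0.488 over 81 tests). Without mouse H3F-BV-113D, limma called 916 genes higher and 2179 lower, and without mouse H3F-HC-112B 593 higher and 1671 lower.

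**Figure D1:**
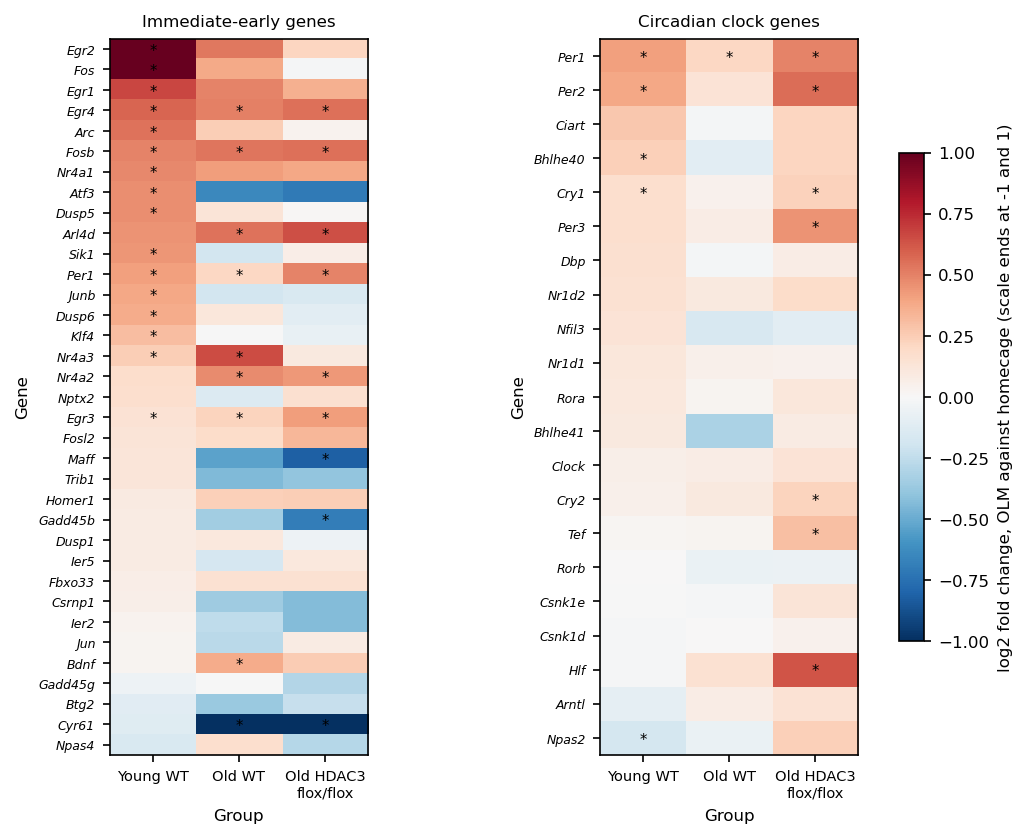
Log2 fold change after OLM training of the 35 immediate-early genes and the 21 circadian clock genes in young wildtype, old wildtype and old HDAC3 flox/flox mice, on a color scale from -1 to 1; a star marks an unadjusted p under 0.05 from limma. Egr3, Egr4, Fosb and Per1 carry a star in all 3 groups.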

Old brains (both wildtype and HDAC3^flox/flox^) showed a greater number of upregulated and downregulated genes in response to training than young wildtype brains (Fig. 3b), with a bias towards downregulation (Fig. 3c) as previously observed^25^. 

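Among genes at an unadjusted p under 0.05 by limma, the share that was lower after OLM training was 37.3% in young wildtype, 55.3% in old wildtype and 73.1% in old HDAC3 flox/flox mice. In old HDAC3 flox/flox mice the lower genes include many immune genes. The immune list holds 8 genes of complement and MHC class I, which tag synapses and debris and present antigens, and 12 others, among them genes of the interferon response, of reactive astrocytes and of myeloid cells. Of its 20 genes, none passed the test over all genes and 18 were lower when adjusted over the list alone. Among them were Cst7 (log2 fold change -1.76), B2m (-1.48), H2-K1 (-1.68) and H2-D1 (-1.49). The median of the list was -1.18 (camera, adjusted p = 7.02e-10; adjusted p = 0.426 with an estimated correlation). All 12 microglia markers were lower when adjusted over the list alone, with Tmem119 at -0.68, Csf1r at -0.84 and Cx3cr1 at -0.58 (camera, adjusted p = 5.58e-08; adjusted p = 0.345 with an estimated correlation). The 8 genes of complement and MHC class I had a median of -1.32 and the 12 others one of -1.11. The immune list had a median log2 fold change of -0.43 in old wildtype mice and the microglia markers one of -0.40, with none past the list alone (camera, adjusted p = 0.158 for both). Both medians depend on single mice. They were -1.04 and -0.69 without OWT-HC-110A, while the first was -0.20, -0.27 and -0.29 without OWT-HC-107A, OWT-HC-129A and OWT-BV-104C and the second -0.25 without OWT-HC-114A. The difference in training effect between old HDAC3 flox/flox and old wildtype mice had medians of -0.66 and -0.59 (camera, adjusted p = 0.000181 and 0.000168; adjusted p = 0.593 and 0.428 with an estimated correlation), or -0.21 and -0.26 without OWT-HC-110A (camera, adjusted p = 0.182 and 0.0121). In young wildtype mice the medians were -0.09 and -0.08 (camera, adjusted p = 0.0293 and 0.000459; adjusted p = 0.658 and 0.439 with an estimated correlation). The immune list there did not pass after median-ratio scaling (adjusted p = 0.0705) or quantile normalization (0.0871), over a range from 0.0285 to 0.0871, or without YWT-HC-1873, YWT-HC-1905, YWT-HC-1940, YWT-BV-1915, YWT-BV-1924 or YWT-BV-1935 (0.0507, 0.247, 0.187, 0.0721, 0.0672 and 0.116). Myelin markers had a median of -0.36 in old HDAC3 flox/flox mice, with Ermn at -0.56 and Sox10 at -0.50, against 0.28 in old wildtype and 0.20 in young wildtype mice. In that order camera gave adjusted p = 0.0108, 0.0255 and 0.0057, and adjusted p = 0.764, 0.801 and 0.658 with an estimated correlation. After quantile normalization the value for old wildtype mice was 0.193, over a range from 0.025 to 0.193. It was 0.133, 0.17, 0.0585, 0.0903, 0.19 and 0.104 without OWT-HC-110A, OWT-HC-129A, OWT-BV-106C, OWT-BV-109C, OWT-BV-116C and OWT-BV-127C, and the value for old HDAC3 flox/flox mice was 0.0739 and 0.0563 without H3F-HC-105B and H3F-HC-121B. Cytosolic ribosomal protein genes had medians of -0.04, -0.23 and -0.23 in young wildtype, old wildtype and old HDAC3 flox/flox mice. Camera gave adjusted p = 0.00936, 0.000151 and 0.0064 for them, and adjusted p = 0.658, 0.801 and 0.848 with an estimated correlation. Quantile normalization moved the value for young wildtype mice to 0.0871, over a range from 0.00343 to 0.0871. It was 0.0831 without YWT-HC-1908, and the value for old HDAC3 flox/flox mice was 0.26 without H3F-HC-121B. Genes of glutamate receptors and synaptic plasticity had a median of 0.15 in old HDAC3 flox/flox mice, with Camk2b at 0.26, and none was past the list alone (camera, adjusted p = 0.00431; adjusted p = 0.712 with an estimated correlation).
The level of the immune genes differed between mice of the same group. As the mean of log2(RPKM + 0.5), the immune list stood at 3.64 ± 0.19 in the homecage and 3.56 ± 0.15 after OLM in young wildtype mice (SD, n = 6 each). It stood at 6.95 ± 1.45 and 6.47 ± 0.56 in old wildtype mice (SD, n = 6 each). Mouse OWT-HC-110A stood at 4.14 and the other homecage mice of that group between 6.65 and 7.81. In old HDAC3 flox/flox mice it stood at 7.70 ± 0.80 in the homecage and 6.51 ± 0.94 after OLM (SD, n = 8 each; exact permutation test, two-sided, p = 0.0205, adjusted p = 0.215 over the 81 tests of list levels). With this level as a covariate, chosen after the values were seen, 34% of the genes at an unadjusted p under 0.05 were lower in old HDAC3 flox/flox mice, with 206 of 312 higher, fewer in all than the 709 that chance alone would give. The share was 68.4% in old wildtype and 35.7% in young wildtype mice with the covariate. Without mouse OWT-HC-110A it was 70.8% in old wildtype mice, with 960 higher and 2327 lower.

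**Figure D2:**
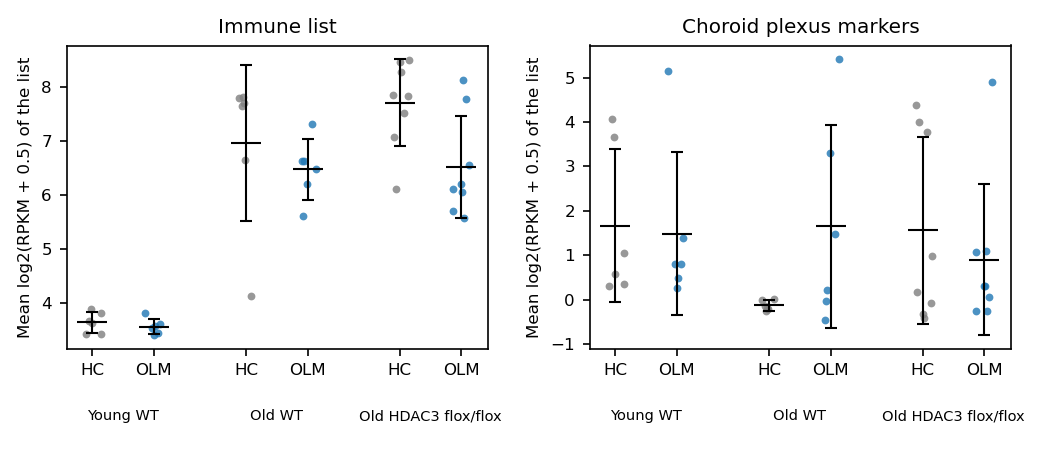
Mean log2(RPKM + 0.5) of the 20 genes of the immune list (left) and of the choroid plexus markers (right) in each mouse of the 6 groups, with points for mice and bars for the mean and SD (n = 6 per group, 8 for old HDAC3 flox/flox). Young mice lie below all old mice for the immune list, and the choroid plexus markers are high in single mice of most groups.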

Most of the genes upregulated by experience were unique to that group, with little overlap between the three conditions (Fig. 3d, e). This indicates that the aging brain is characterized by both failed induction of genes that are typically upregulated by learning *and* aberrant induction of genes that are not usually expressed during memory consolidation. 

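After OLM training 12 genes were higher in young wildtype, old wildtype and old HDAC3 flox/flox mice at an unadjusted p under 0.05 by limma, among them the activity-regulated transcription factors Egr3, Egr4 and Fosb as well as Per1 and Sgk1. Genes higher at that p in both young wildtype and old wildtype mice numbered 47, where 32.1 would be shared by chance (one-sided Fisher's exact test over the genes tested, p = 0.00539). Genes higher in both young wildtype and old HDAC3 flox/flox mice numbered 69, where chance gives 41.7 (p = 2.28e-05 by the same exact test). Genes higher in both old wildtype and old HDAC3 flox/flox mice numbered 24, where chance gives 23.2 (exact p = 0.463). At the adjusted threshold limma called no gene higher in either old group, so the lists of called genes do not overlap. From the p-values deposited by the authors at 0.05, the paper's lists share 3 genes between young wildtype and old wildtype mice, where 0.793 would be shared by chance over 20953 genes (exact p = 0.0454). They share 6 between young wildtype and old HDAC3 flox/flox mice (0.00984 by the same test, 1.82 by chance) and 3 between old wildtype and old HDAC3 flox/flox mice (0.557, 2.9 by chance). Genes are not independent of each other within a mouse, which Fisher's exact test assumes.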

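The 44 genes that rose in young wildtype mice had a median log2 fold change of 0.05 after training in old wildtype mice, and 29 of them were positive. Of these, 4 were higher when adjusted over the list alone, Errfi1 (0.23), Egr4, Fosb and Per1, and none was lower. As a set, chosen after the values were seen, they moved up against other genes (camera, p = 0.000109; p = 0.119 with an estimated correlation). The difference in the training effect between old and young wildtype mice was tested gene by gene, and limma called 0 genes. At an unadjusted p under 0.05, 471 were higher and 952 lower in old wildtype mice, with a smallest adjusted p of 0.496. None of the 10 genes with the smallest p for this difference passed the test. Tmem114 (0.82), Rab15 (0.51), a GTPase of endosomes, Il34 (0.46), a ligand of the microglial receptor CSF1R, and Mapk11 (0.45), a p38 kinase, were higher in old wildtype mice. So were Mpp3 (0.40) and Pip4k2c (0.30), while Nat8 (-0.63), Senp1 (-0.43), a SUMO protease, Pprc1 (-0.34) and Smg6 (-0.20) were lower. Among immediate-early genes, the difference was -0.63 for Egr2, -0.58 for Junb, -1.11 for Atf3 and 0.40 for Nr4a3. Junb was lower and Nr4a3 higher when adjusted over the list alone, and the list as a whole gave an adjusted p of 0.168 with camera. For Per2 the difference was -0.25, and among clock genes Bhlhe40 (-0.35) was lower when adjusted over the list alone. Markers of CA3 pyramidal cells differed with a median of 0.47, and 7 of 10 were higher when adjusted over the list alone, among them Homer3 (0.45) and Grik4 (0.46) (camera, adjusted p = 9.13e-07; adjusted p = 0.282 with an estimated correlation). Genes of oxidative phosphorylation differed with a median of 0.14, and none was past the list alone (camera, adjusted p = 1.58e-06; adjusted p = 0.83 with an estimated correlation). Without mouse OWT-HC-110A, limma called 2548 genes for this difference.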

Further, when HDAC3 is deleted from the aging brain, OLM training induces a unique gene expression profile, rather than recapitulating the gene expression profile of the young brain.

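The 44 genes that rose in young wildtype mice had a median log2 fold change of 0.08 after training in old HDAC3 flox/flox mice (0.04 without mouse H3F-HC-121B and 0.12 without H3F-HC-117B), and 32 of them were positive. Adjusted over the list alone, 5 were higher, among them Per1, Per2, Egr4 and Fosb, and 1 was lower. The set moved up against other genes (camera, p = 3.14e-05; p = 0.0629 with an estimated correlation), a test chosen after the values were seen. Its training effect differed between old HDAC3 flox/flox and old wildtype mice by a median of 0.03, or -0.01 without H3F-HC-121B and 0.07 without OWT-HC-126A (camera, p = 0.239; p = 0.596 with an estimated correlation). Across all 14173 genes, the log2 fold changes of young wildtype and old HDAC3 flox/flox mice had a Pearson correlation of 0.017 (permutation p = 0.91) and a Spearman correlation of -0.0213 (permutation p = 0.92). Those of young wildtype and old wildtype mice had correlations of 0.0771 (permutation p = 0.63) and 0.0485 (permutation p = 0.82). Those of old wildtype and old HDAC3 flox/flox mice had correlations of 0.646 (permutation p = 0.05) and 0.427 (permutation p = 0.17). These are correlations across genes, which are not independent replicates, so the p-values come from 100 draws in which OLM and homecage labels were permuted within each group. Tested gene by gene, limma called 0 genes whose training effect differed between old HDAC3 flox/flox and old wildtype mice, with a smallest adjusted p of 0.997. At an unadjusted p under 0.05, 360 were higher and 236 lower. The 10 with the smallest p include Setmar (0.46), a histone methyltransferase, Dennd6b (0.57), Zfp335 (0.27), Grin1os (0.92), Abcc8 (0.61), a subunit of ATP-sensitive potassium channels, and Naalad2 (-0.64), a peptidase. Ccdc142 (0.49), Tubgcp2 (0.36), Nqo2 (-0.43) and Rasl12 (-0.44) complete them. Clock genes differed with a median of 0.14 and 20 of 21 positive, with Tef at 0.27 and Bhlhe40 at 0.32, and none was past the list alone (camera, adjusted p = 3.37e-05; adjusted p = 0.339 with an estimated correlation). Markers of the choroid plexus differed with a median of -2.14, or -1.41 without OWT-BV-127C (camera, adjusted p = 2.14e-07; adjusted p = 0.392 with an estimated correlation). Those of myelin and of CA3 pyramidal cells differed with medians of -0.59 and -0.62 (camera, adjusted p = 2.48e-06 for both; adjusted p = 0.404 and 0.339 with an estimated correlation). Without mouse H3F-BV-113D, 1 gene was called for this difference. From the small overlap of its 3 lists, the paper concludes that the aging brain shows failed induction of some genes and aberrant induction of others. It also concludes that training after deletion of HDAC3 induces a profile of its own instead of that of the young brain.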

**Fig. 3:**
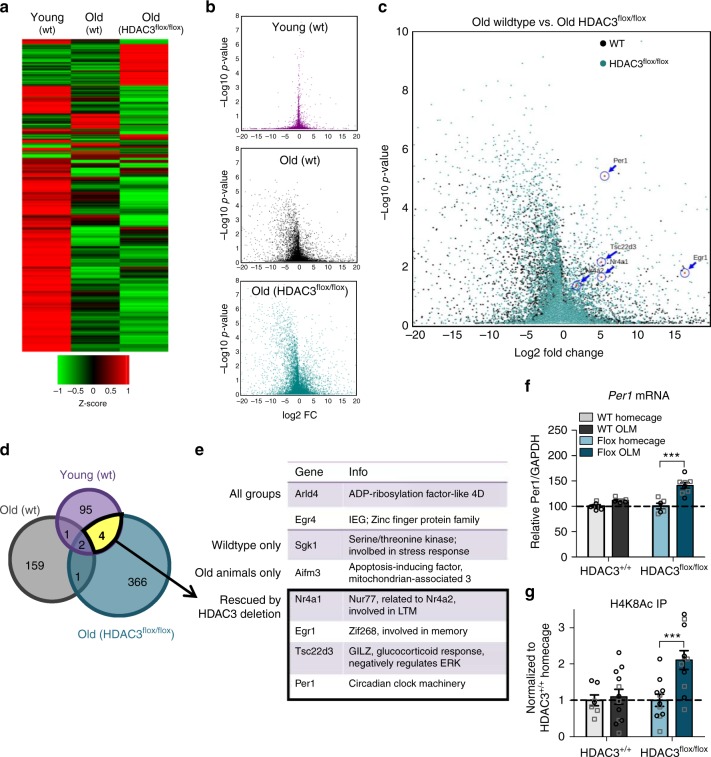
A subset of experience-induced genes is impaired with age and rescued by HDAC3 deletion. **a** Heat map comparing experience-induced gene changes in each group (Young wt: HC *n* = 6(3F), OLM *n* = 6(3F); Old wt: HC *n* = 6(2F), OLM *n* = 6(2F); Old HDAC3^flox/flox^: HC *n* = 8(5F), OLM *n* = 8(5F)). Each row represents an individual gene. Color legend shown at bottom; red, upregulation; green, downregulation. **b** Volcano plots illustrating the significance (*Y*-axis) and magnitude (*X*-axis) of experience-induced changes in each group. Young animals showed fewer experience-induced changes in gene expression compared to old wildtype or old HDAC3^flox/flox^ mice. **c** Overlapping volcano plot comparing old wildtype and old HDAC3^flox/flox^ groups. *Per1* was strongly induced by OLM training in HDAC3^flox/flox^ mice. **d** Gene expression diagram displaying genes expressed higher in trained animals compared to homecage controls. Total gene count shown inside circles. **e** Table listing experience-induced genes common to two or more groups. Of particular interest are the four genes “rescued by HDAC3 deletion” that are upregulated in the young wildtype and old HDAC3^flox/flox^ groups but are not upregulated in the old wildtype group. **f** *Per1* mRNA expression is increased in the 18-m.o. brain in the absence of HDAC3 (Two-way ANOVA: Genotype x Train (*F*_(1,22)_ = 9.48, *p* < 0.01), Sidak’s post hoc tests, ***p < 0.001; *n* = 6(2F), 6(3F), 6(4F), 8(5F)). **g** Occupancy of H4K8Ac at the *Per1* promoter is upregulated by OLM training in the 18-m.o. hippocampus in the absence of HDAC3 (Two-way ANOVA: Genotype x Train (*F*_(1,37)_ = 5.5, *p* < 0.05), Sidak’s post hoc tests, ***p < 0.001, *n* = 7(4F), 12(4F), 11(4F), 11(6F)). Data are presented as mean ± SEM; black circles, males; gray squares, females

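Arl4d, Egr4, Sgk1 and Aifm3 were measured in all 3 groups. They are among the shared genes that the paper drew from these same libraries, a choice that the exact p-values below do not count. Arl4d, a small GTPase gene on chromosome 11 of mm10 from 101665541 to 101667832, stood at 9.37 ± 3.75 RPKM in the homecage and 12.4 ± 2.07 RPKM after OLM in young wildtype mice (SD, n = 6 each). It stood at 7.8 ± 1.13 and 11.7 ± 2.05 RPKM in old wildtype mice (SD, n = 6 each) and at 8.14 ± 1.6 and 12.9 ± 1.87 RPKM in old HDAC3 flox/flox mice (SD, n = 8 each). The log2 fold changes were 0.45, 0.55 and 0.64, with exact permutation p-values, two-sided, of 0.0909, 0.00649 and 0.000466. Adjusted over the 51 tests of single genes, those of the old groups were 0.0301 and 0.0119. Egr4, an activity-regulated transcription factor on chromosome 6 from 85511121 to 85513589, stood at 8.72 ± 1.13 and 13.3 ± 0.953 RPKM in young wildtype mice, where it rose (log2 fold change 0.58, adjusted p = 0.0244 from limma). It stood at 8.76 ± 1.86 and 12.7 ± 2.52 RPKM in old wildtype mice (0.51, exact p = 0.0152, adjusted p = 0.0515) and at 8.17 ± 1.81 and 12.4 ± 3.64 RPKM in old HDAC3 flox/flox mice (0.55, exact p = 0.00855, adjusted p = 0.0363). Sgk1, a kinase induced by glucocorticoids, lies on chromosome 10 from 21882184 to 21999903. It stood at 22.6 ± 9.05 and 33.6 ± 8.56 RPKM in young wildtype mice, at 24.4 ± 4.76 and 37.8 ± 12.3 RPKM in old wildtype mice and at 27.0 ± 6.0 and 34.3 ± 7.66 RPKM in old HDAC3 flox/flox mice. Its log2 fold changes were 0.61, 0.58 and 0.34 (exact p = 0.0433, 0.0303 and 0.0499; adjusted p = 0.096, 0.0728 and 0.102). Aifm3, a mitochondrial oxidoreductase on chromosome 16 from 17489611 to 17507485, stood at 16.5 ± 2.29 and 15.3 ± 2.7 RPKM in young wildtype mice, a log2 fold change of -0.11. It stood at 11.4 ± 3.16 and 15.7 ± 4.03 RPKM in old wildtype mice (0.45, exact p = 0.0519) and at 10.3 ± 2.67 and 14.6 ± 3.37 RPKM in old HDAC3 flox/flox mice (0.49, exact p = 0.0141, adjusted p = 0.0515). By limma over all genes, the adjusted p-values in old HDAC3 flox/flox mice were 0.154 for Arl4d, 0.24 for Egr4, 0.262 for Sgk1 and 0.24 for Aifm3, and 0.53 for each of them in old wildtype mice. For Arl4d, Egr4 and Aifm3 in old HDAC3 flox/flox mice they were 0.0279, 0.0279 and 0.0417 without mouse H3F-BV-113D and 0.0145, 0.0909 and 0.0699 without mouse H3F-HC-112B. Without mouse OWT-HC-110A, those of the same 3 genes in old wildtype mice were 0.114, 0.128 and 0.116.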

Only a handful of genes were common to two or more groups (Fig. 3d, e). Of particular interest is the subset of genes upregulated in both the young wildtype and old HDAC3^flox/flox^ groups that do not show experience-induced increases in the old wildtype hippocampus. These are the genes that fail to normally express in the old brain after OLM training but are rescued by HDAC3 deletion and may therefore function as a mechanism through which HDAC3 deletion ameliorates age-related memory impairments. 

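Per1, a repressor within the circadian clock, lies on the forward strand of chromosome 11 of mm10 from 69095217 to 69109960. It rose from 11.8 ± 1.16 RPKM in the homecage to 15.8 ± 0.945 RPKM after OLM in young wildtype mice (SD, n = 6 each; log2 fold change 0.41, standard error 0.06, adjusted p = 0.0433 from limma). It stood at 14.5 ± 1.55 and 16.8 ± 1.03 RPKM in old wildtype mice (SD, n = 6 each; 0.21, standard error 0.07, adjusted p = 0.53) and at 13.4 ± 0.957 and 19.2 ± 2.81 RPKM in old HDAC3 flox/flox mice (SD, n = 8 each; 0.50, standard error 0.08, adjusted p = 0.154). As a test of the gene by itself, the two-sided exact permutation p was 0.00216 in young wildtype, 0.013 in old wildtype and 0.000155 in old HDAC3 flox/flox mice, or 0.0138, 0.0509 and 0.00793 adjusted over the 51 tests of single genes. In young wildtype and old HDAC3 flox/flox mice these are the smallest p that the groups allow, since every OLM mouse lay above every homecage mouse. In old wildtype mice 3 of 6 OLM mice did. The paper picked Per1, Nr4a1, Egr1 and Tsc22d3 from all genes of these same libraries. The adjustment over 51 tests does not count that choice, so the exact p-values are not independent support. Nr4a1, an orphan nuclear receptor on chromosome 15 from 101254269 to 101274795, rose from 18.3 ± 2.17 to 25.6 ± 2.67 RPKM in young wildtype mice (0.48, adjusted p = 0.0615). It stood at 16.1 ± 5.57 and 21.1 ± 4.56 RPKM in old wildtype mice (0.42, standard error 0.21, exact p = 0.0974) and at 16.7 ± 5.31 and 22.1 ± 7.46 RPKM in old HDAC3 flox/flox mice (0.39, standard error 0.21, exact p = 0.109). Egr1, a zinc finger transcription factor on chromosome 18 from 34859823 to 34864984, rose from 34.2 ± 5.2 to 54.5 ± 5.24 RPKM in young wildtype mice (0.67, adjusted p = 0.0323). It stood at 44.2 ± 21.1 and 58.5 ± 9.88 RPKM in old wildtype mice (0.49, standard error 0.24, exact p = 0.0974) and at 50.3 ± 9.19 and 66.8 ± 23.1 RPKM in old HDAC3 flox/flox mice (0.36, standard error 0.18, exact p = 0.0892). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper, lies on chromosome X from 140539528 to 140600659. It stood at 20.8 ± 2.72 and 26.5 ± 5.72 RPKM in young wildtype mice (0.33, exact p = 0.0238, adjusted p = 0.0714), at 18.3 ± 4.23 and 19.8 ± 2.83 RPKM in old wildtype mice (0.13, exact p = 0.426) and at 16.5 ± 0.773 and 21.9 ± 4.87 RPKM in old HDAC3 flox/flox mice (0.37, exact p = 0.00109, adjusted p = 0.0138). By limma over all genes, the adjusted p of Nr4a1, Egr1 and Tsc22d3 in old HDAC3 flox/flox mice was 0.357, 0.323 and 0.24. So 0 genes rose by limma in both young wildtype and old HDAC3 flox/flox mice and not in old wildtype mice. At an unadjusted p under 0.05 there were 57, without Per1, whose unadjusted p in old wildtype mice was 0.0123. Without mouse H3F-BV-113D the count was 7, and the adjusted p in old HDAC3 flox/flox mice was 0.0279 for Per1, 0.0873 for Egr1 and 0.0449 for Tsc22d3. Without mouse H3F-HC-112B the count was 5, and the adjusted p was 0.0673 for Per1 and 0.0709 for Tsc22d3. Per1 in old wildtype mice had an adjusted p of 0.128 without mouse OWT-HC-110A. Nr4a1 in young wildtype mice passed the threshold no longer without YWT-BV-1906, YWT-BV-1915, YWT-BV-1924, YWT-HC-1873 or YWT-HC-1907 (adjusted p = 0.164, 0.153, 0.171, 0.167 and 0.179).

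**Figure D3:**
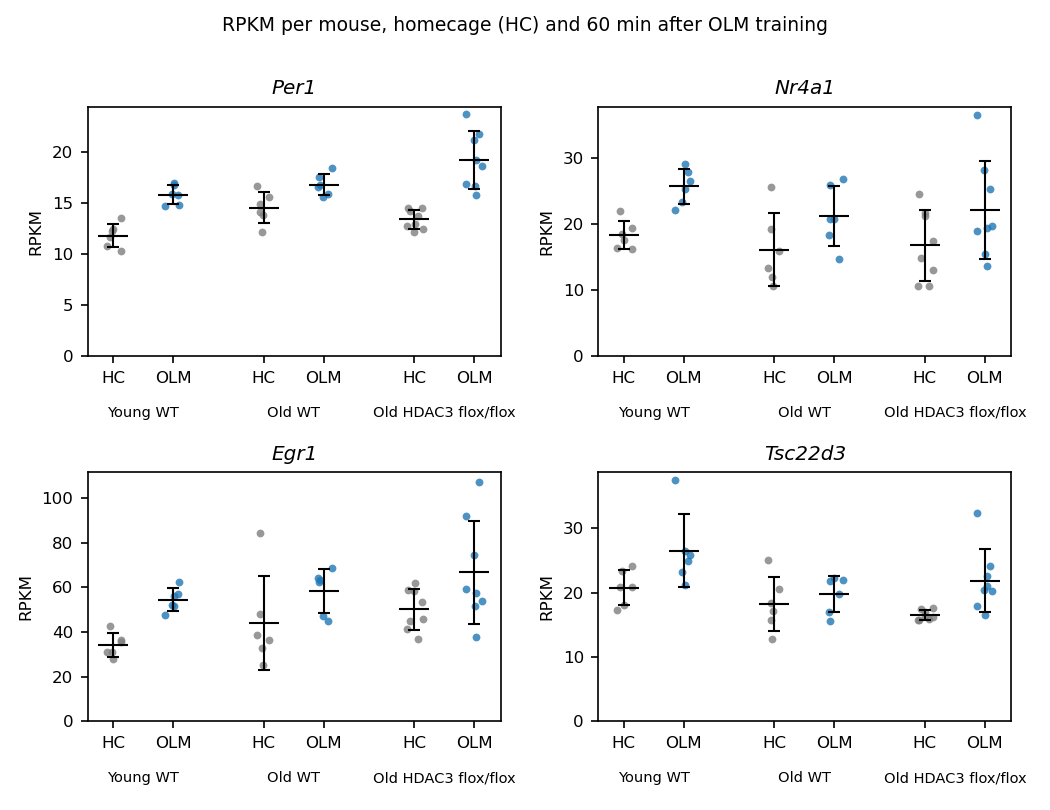
RPKM of Per1, Nr4a1, Egr1 and Tsc22d3 in each homecage and OLM mouse of the young wildtype, old wildtype (n = 6 per group) and old HDAC3 flox/flox (n = 8 per group) mice, with the mean and SD. The homecage mice of old HDAC3 flox/flox lie below all 8 of their OLM mice for Per1, and the groups overlap for Nr4a1 and Egr1 in both old genotypes.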

Four genes were identified in this group: *Nr4a1*, *Egr1*, *Tsc22d3*, and *Per1*. All of these genes have been broadly implicated in memory formation^6,26,27^, although this is the first study to demonstrate that experience-induced expression of these genes is impaired with age and rescued with HDAC3 deletion.

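Whether the effect of training on Per1, Nr4a1, Egr1 and Tsc22d3 differs between groups was tested with the interaction term of limma. Between old HDAC3 flox/flox and old wildtype mice, the log2 fold change of Per1 was larger by 0.29 (standard error 0.11), at an unadjusted p under 0.05 and an adjusted p of 0.997 over all genes. For Tsc22d3 the difference was 0.24 (standard error 0.18), or 0.15 without OWT-HC-129A. Nr4a1 and Egr1 had differences of -0.03 (standard error 0.32) and -0.13 (standard error 0.31), and with single mice left out these ran from -0.17 (without OWT-HC-114A) to 0.07 (without OWT-HC-126A) and from -0.34 (without OWT-HC-107A) to 0.00 (without OWT-HC-126A). Between old wildtype and young wildtype mice, the log2 fold change of Per1 differed by -0.20 (standard error 0.09), at an unadjusted p under 0.05 and an adjusted p of 0.496 over all genes. It differed by -0.06 (standard error 0.23) for Nr4a1, by -0.18 (standard error 0.27) for Egr1 and by -0.20 (standard error 0.20) for Tsc22d3. With single mice left out Nr4a1 ran from -0.16 (without OWT-HC-126A) to 0.08 (without OWT-HC-114A), Egr1 from -0.32 (without OWT-HC-126A) to 0.03 (without OWT-HC-107A) and Tsc22d3 from -0.30 to -0.10, at -0.11 without OWT-HC-129A and -0.10 without YWT-BV-1923. In the homecage, Per1 was higher in old wildtype than in young wildtype mice by 0.29 on the log2 scale (adjusted p = 0.0138), in libraries of different studies. By RT-qPCR, another measure, the paper reports an interaction of genotype and training for Per1 in old mice.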

### Deleting HDAC3 ameliorates age-related deficits in *Per1*

Of the genes identified through our RNA-seq, Period1 (*Per1*) was the most strongly induced by OLM training in the HDAC3^flox/flox^ group (Fig. 3c). This target is particularly intriguing, as *Per1* is typically studied in the context of circadian rhythms but has also been implicated in hippocampal memory formation^6,28,29^. 

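Ordered by the p-value of limma, Per1 came first of the 14173 genes in old HDAC3 flox/flox mice, ahead of Arl4d and of Fosb, a subunit of the AP-1 transcription factor. Ordered by log2 fold change it came 202nd, and 192nd of the 13301 genes with a mean RPKM of at least 1. Ordered by the difference in RPKM, which was 5.83 for Per1 and 16.6 for Egr1, it came 463rd and Egr1 98th. Among the other genes common to the young wildtype and old HDAC3 flox/flox lists of the paper, Tsc22d3 came 36th by p and 443rd by log2 fold change, Egr1 862nd and 490th, and Nr4a1 1041st and 388th. Among the genes higher after training alone, ordered by the p-values deposited by the authors, Per1 comes 12th with 9e-06. Kcnc4, a potassium channel gene, comes first there with 2.18e-10. Lower genes are left out of this order, while the order by limma holds both directions. Per2, the paralog of Per1, stood at a log2 fold change of 0.56 in old HDAC3 flox/flox mice (exact p = 0.00482, adjusted p = 0.0273), 0.39 in young wildtype and 0.14 in old wildtype mice. Without mouse H3F-HC-121B, in which Per2 was lowest of its homecage group, it stood at 0.41 in old HDAC3 flox/flox mice. With the level of the immune list as a covariate, chosen after the values were seen, it stood at 0.22 in old HDAC3 flox/flox, 0.37 in young wildtype and 0.11 in old wildtype mice. In the same fit Per1 stood at 0.43 (standard error 0.10) in old HDAC3 flox/flox mice, against 0.50 without the covariate, with Nr4a1 at 0.33, Egr1 at 0.38 and Tsc22d3 at 0.40 (adjusted p = 1 for each of the 5 genes there). Hes7, the neighbor of Per1 on chromosome 11 from 69120404 to 69124055, was below the filter at 0.303 RPKM in the homecage and 0.388 RPKM after OLM in old HDAC3 flox/flox mice.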

As aging is known to be accompanied by impairments in circadian rhythms^5^ and memory is linked to time-of-day^2,30^, this target of HDAC3 may represent a critical and underexplored interface between aging, chromatin modification, and the circadian clock.

To further examine the expression of *Per1* in old HDAC3^+/+^ and old HDAC3^flox/flox^ animals, we used RT-qPCR and ChIP-qPCR. We found that OLM training failed to induce upregulation of *Per1* in the dorsal hippocampus of 18-m.o. HDAC3^+/+^ mice, but in the absence of HDAC3 (HDAC3^flox/flox^), OLM training triggered a significant increase in *Per1* mRNA (Fig. 3f). We also measured the expression of two additional genes that play a well-documented role in long-term memory formation: *Arc* and *cFos*^31^. Experience-induced expression of *Arc* was intact in the aging wildtype brain and was unaffected by HDAC3 deletion (Supplementary Fig. 3c). *cFos* expression, on the other hand, failed to be induced by OLM training in the old HDAC3^+/+^ hippocampus, but deleting HDAC3 was not sufficient to restore this failed induction (Supplementary Fig. 3d). Deleting HDAC3 therefore only restores expression of a subset of experience-induced genes in the aging brain, including *Per1*.

To determine whether deleting HDAC3 restores expression of *Per1* by promoting histone acetylation along its promoter, we next measured acetylation of histone 4, lysine 8 (H4K8Ac) at the *Per1* CRE promoter site using chromatin immunoprecipitation (ChIP-qPCR). H4K8Ac is a marker of transcriptional activation^32^ and is thought to be a target of HDAC3^11,12^. OLM training did not change H4K8Ac levels at the *Per1* promoter in the old wildtype brain but in the absence of HDAC3, H4K8Ac levels at the *Per1* promoter were significantly increased in response to OLM training (Fig. 3g). For *Arc* and *cFos*, we saw no change H4K8Ac occupancy across groups (Supplementary Fig. 3e, f). Together, these results suggest that deleting HDAC3 increases acetylation at the *Per1* promoter and expression of *Per1* mRNA in response to learning.

One important question is whether the observed changes in *Per1* are due to changes in the circadian rhythm of HDAC3^flox/flox^ mice. If deletion of HDAC3 in the dorsal hippocampus alters circadian rhythmicity, this could explain the observed changes in both *Per1* expression and long-term memory formation. To rule this out, we assessed the circadian rhythmicity of young (3-m.o.) and aging (18-m.o.) HDAC3^flox/flox^ mice and their HDAC3^+/+^ littermates following AAV-CaMKII-Cre infusion. After 2 weeks of entrainment to a 12 h light/dark cycle (LD), mice were put in constant darkness (DD) to measure endogenous circadian rhythms (Supplementary Fig. 4a). We observed no difference in circadian activity patterns between HDAC3^+/+^ and HDAC3^flox/flox^ mice at either age group (Supplementary Fig. 4b–f), suggesting that hippocampal HDAC3 has no effect on circadian rhythmicity. Thus, the observed changes in *Per1* expression and long-term memory formation following HDAC3 deletion cannot be explained by changes in circadian rhythmicity.

### *Per1* is induced by OLM training and regulated by HDAC3

We next wanted to determine whether hippocampal *Per1* is required for long-term memory formation. First, we assessed whether hippocampus-dependent learning typically induces *Per1* mRNA expression. We sacrificed young (3-m.o.) wildtype mice 60 m after acquisition of either OLM or context fear conditioning (CFC)^12^. *Per1* mRNA expression was significantly upregulated in animals trained with either OLM (Fig. 4a) or CFC (Fig. 4b) compared to homecage controls, indicating that *Per1* mRNA expression is typically induced in the hippocampus during memory consolidation for multiple tasks.

**Fig. 4:**
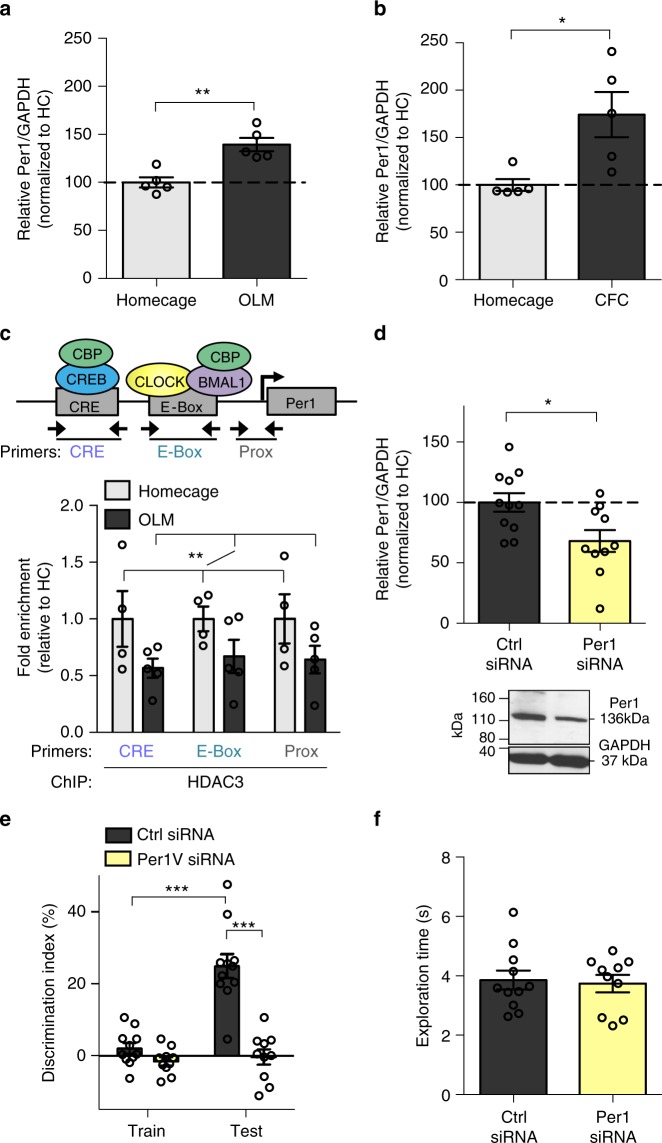
Knockdown of PER1 in the dorsal hippocampus impairs long-term memory. *Per1* mRNA expression is upregulated 60 m in the young hippocampus after **a** OLM (*t*_(8)_ = 4.49, **p < 0.01; *n* = 5, 5; all male) and **b** context fear conditioning (*t*_(8)_ = 3.01, *p < 0.05, *n* = 5, 5; all male). **c** Top, schematic of ChIP primer sites along the *Per1* promoter. Bottom, HDAC3 ChIP results. HDAC3 occupancy was reduced along the *Per1* promoter in the young hippocampus after OLM (Training effect only, *F*_(1,21)_ = 8.51, **p < 0.01, *n* = 4, 5; all male). **d** Hippocampal PER1 protein expression was significantly reduced by *Per1* siRNA infusion (*t*_(20)_ = 2.72, *p = 0.01, *n* = 11,11; all male). **e** *Per1* knockdown impaired OLM (Two-way ANOVA: siRNA x Session (*F*_(1,19)_ = 29.22, *p* < 0.001), Sidak’s post hoc tests, ***p < 0.001, *n* = 11, 10; all male). **f** *Per1* siRNA did not affect total exploration time at test (*t*_(19)_ = 0.27, *p* = 0.79). Data are presented as mean ± SEM

To determine whether this experience-induced increase in *Per1* might be mediated through HDAC3, we next used ChIP-qPCR to measure HDAC3 occupancy after OLM training at different sites along the *Per1* promoter in the young hippocampus (Fig. 4c, top). We found that HDAC3 occupancy at the *Per1* promoter was reduced at all three tested sites following OLM training (Fig. 4c, bottom). Along with our previous finding that HDAC3 deletion restores both acetylation at *Per1* and *Per1* mRNA expression (Fig. 3), this strongly suggests that HDAC3 regulates *Per1* expression in the dorsal hippocampus and dysregulation of HDAC3 may contribute to age-related impairments in experience-induced *Per1* expression. PER1 may therefore be part of a key mechanism through which HDAC3 deletion ameliorates age-related impairments in hippocampal long-term memory formation.

### Knockdown of *Per1* impairs long-term memory in young mice

Next, to test whether upregulation of *Per1* in the dorsal hippocampus is necessary for long-term memory formation, we infused siRNA targeting *Per1* into the dorsal hippocampus of young mice 48 h before 10-min OLM training. Infusion of *Per1* siRNA produced a significant reduction of PER1 protein in the dorsal hippocampus, as measured 2 h after the final test session (Fig. 4d, Supplementary Fig. 5). This relatively modest knockdown of PER1 protein (~30%) produced severely impaired memory formation for OLM; mice infused with *Per1* siRNA showed no significant increase in DI between training and testing and displayed significantly less preference for the moved object during testing than control mice (Fig. 4e) with no effect on total object exploration at test (Fig. 4f) and no difference in movement during the pre-training habituation sessions (Supplementary Fig. 8c). This demonstrates, for the first time, that local disruption of a core circadian clock gene selectively within the hippocampus can impair memory formation.

### *Per1* overexpression improves memory in aging mice

Finally, to determine whether overexpression of *Per1* in the dorsal hippocampus is sufficient to ameliorate age-related memory impairments, we locally upregulated *Per1* using two complementary methods. First, we used a lentivirus expressing wildtype *Per1* with a v5 epitope tag (pLVX-v5Per1) (Fig. 5a, Supplementary Fig. 6a**)**. To confirm that this plasmid overexpresses *Per1*, we transfected HT22 cells with pLVX-v5Per1 or pLVX-EV and measured *Per1* mRNA expression. At both 24 and 48 h after transfection, *Per1* mRNA was significantly increased in cells transfected with pLVX-v5Per1 relative to cells transfected with the control plasmid (Fig. 5b). Transfection of pLVX-v5Per1 also led to a significant increase in mRNA for *Per2* (a Period clock family member that interacts with *Per1*) at 24 h (Supplementary Fig. 6b), although this increase was far smaller than the observed increase in *Per1* (at 24 h, Per1: 466-fold increase over EV, Per2: 1.6-fold increase over EV). *Per1* overexpression did not affect the transcription of the nearest downstream gene *Hes7*, however (Supplementary Fig. 6c).

**Fig. 5:**
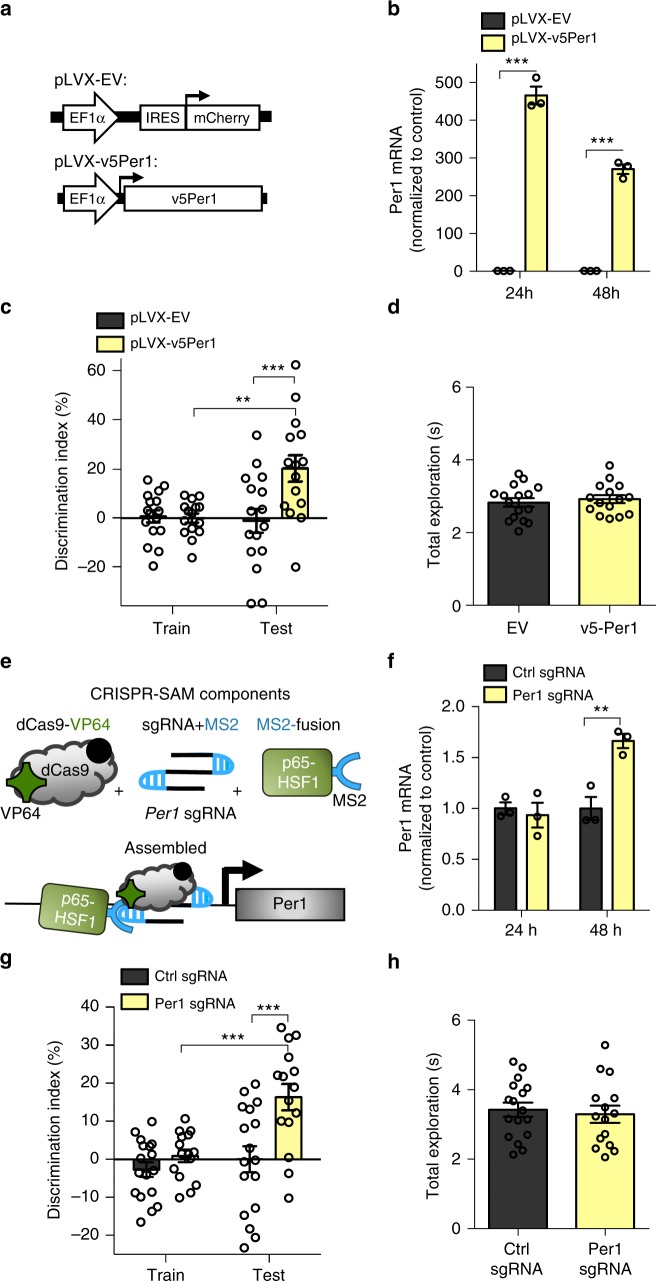
Overexpression of *Per1* in the dorsal hippocampus ameliorates age-related impairments in object location memory. **a** Schematic of lentivirus construct used to overexpress v5-tagged *Per1* (pLVX-v5Per1) compared to the empty vector control (pLVX-EV). **b** *Per1* mRNA was significantly increased 24 and 48 h after transfection of pLVX-v5Per1 in HT22 cells compared to cells transfected with EV (Two-way ANOVA: Group x Timepoint interaction (*F*_(1,8)_ = 52.8, *p* < 0.001), Sidak’s post hoc tests, ***p < 0.001, *n* = 3, 3, 3, 3). **c** 18-m.o. mice given hippocampal infusions of pLVX-v5Per1 showed significantly better memory for OLM than mice given pLVX-EV control virus (Two-way ANOVA: virus x session interaction, (*F*_(1,29)_ = 7.15, *p* < 0.05), Sidak’s post hoc tests, **p < 0.01, ***p < 0.001, *n* = 16, 15, all males). **d** Total exploration was similar for both groups at test (*t*_(29)_ = 0.57, *p* = 0.57). **e** Schematic of CRISPR/dCas9 Synergistic Activation Mediator (SAM) system used to drive *Per1* transcription. Top: Individual components of SAM. Bottom: Components assembled at the *Per1* promoter, driving *Per1* transcription. **f** *Per1* mRNA was significantly increased 48 h after transfection of CRISPR-SAM components in HT22 cells compared to cells transfected with the control sgRNA (Two-way ANOVA: Group x Timepoint interaction (*F*_(1,8)_ = 14.77, *p* < 0.01), Sidak’s post hoc tests, **p < 0.001, *n* = 3,3,3,3). **g **18-m.o. mice given hippocampal infusions of the CRISPR-SAM system with sgRNA targeting *Per1* showed significantly better memory for OLM compared to EV control mice with control sgRNA (Two-way ANOVA: Virus x Session interaction (*F*_(1,30)_ = 5.83, *p* < 0.05), Sidak’s post hoc tests, ***p < 0.001, *n* = 17, 15, all males). **h** Total exploration was similar for both groups at test (*t*_(30)_ = 0.41, *p* = 0.68). Data are presented as mean ± SEM

To determine whether *Per1* overexpression improves memory performance in aging mice, pLVX-v5Per1 was infused into the dorsal hippocampus of 18-m.o. mice 2 weeks before behavior. pLVX-v5Per1 mice showed significantly improved memory for OLM at test relative to pLVX-EV (empty vector) controls (Fig. 5c). Only pLVX-v5Per1 mice showed a significant increase in preference for the moved object at test relative to training with no observed group differences in total exploration at test (Fig. 5d) or in movement during habituation (Supplementary Fig. 8d). Following behavior, hippocampal tissue from a subset of animals was processed for RNA sequencing to confirm the presence of the pLVX-EV and pLVX-v5Per1 transcripts in the appropriate groups in vivo (Supplementary Fig. 7a, b, f, g).

To complement this approach, we also used the CRISPR/dCas9 Synergistic Activation Mediator (SAM) system^33^ to drive transcriptional activation of *Per1* in the dorsal hippocampus. This system consists of three lentiviral components: a catalytically inactive Cas9 (dCas9) fused to a VP64 transcriptional activation domain with a GFP tag (dCas9-VP64-GFP), a modified single-guide RNA (sgRNA) targeting *Per1* with two MS2 RNA adaptamers that can recruit the third component, an MS2-double transcriptional activator (MS2-p65-HSF1) fusion protein (Fig. 5e). Control animals received a control sgRNA lacking the 20 nucleotide sequence required to target the SAM system to *Per1* (referred to as ctrl sgRNA). Assembly of these components at the *Per1* promoter allows the three effector domains (VP64, p65, and HSF1) to drive *Per1* transcription. To confirm the effectiveness of the CRISPR-SAM system, we transfected HT22 cells with all three plasmids, harvested the cells 24 or 48 h later, and measured *Per1* mRNA expression. By 48 h after transfection, *Per1* mRNA was significantly increased in the group given *Per1* sgRNA compared to controls (Fig. 5f), confirming that the CRISPR-SAM system effectively drives *Per1* mRNA expression. We observed no change in expression for either *Per2* mRNA (Supplementary Fig. 6e) or *Hes7* mRNA (Supplementary Fig. 6f), indicating that the CRISPR-SAM system drives selective overexpression of the target gene, *Per1*.

Next, 18-m.o. mice were given intra-hippocampal infusions of the CRISPR-SAM lentiviruses (Supplementary Fig. 6d) and trained in OLM 2 weeks later. As observed with our pLVX-v5Per1 overexpression, CRISPR-SAM-mediated *Per1* overexpression significantly improved memory performance in *Per1* sgRNA-infused mice relative to control animals (Fig. 5g) without affecting total exploration (Fig. 5h) or movement during habituation (Supplementary Fig. 8e). Only mice given the *Per1* sgRNA showed a significant increase in preference for the moved object at test relative to training, indicating intact memory for the object locations (Fig. 5g). Following behavior, hippocampal tissue from a subset of animals was processed for RNA sequencing to confirm the presence of the CRISPR transcripts in the appropriate groups in vivo (Supplementary Fig. 7c–g). Together, these results demonstrate that overexpression of *Per1* in the dorsal hippocampus is sufficient to ameliorate age-related impairments in long-term object location memory. *Per1* is therefore a key gene that is critical for long-term memory formation, is regulated by HDAC3, and is impaired in the aging brain.

## Discussion

Our results show that deletion or disruption of the repressive histone deacetylase HDAC3 can ameliorate age-related impairments in both long-term memory and synaptic plasticity. Further, deletion of HDAC3 restores experience-induced expression of the circadian gene *Per1* in the dorsal hippocampus. As hippocampal PER1 expression is critical for long-term memory formation (Fig. 4) and overexpression of *Per1* in the hippocampus ameliorates age-related memory impairments (Fig. 5), PER1 is a potential mechanism through which deletion of HDAC3 improves memory and synaptic plasticity in aging mice. More broadly, age-related disruption of *Per1* might connect age-related impairments in both long-term memory and circadian rhythmicity, depending on the structure.

One key finding from the current study was that age-related impairments in hippocampal LTP could be ameliorated with HDAC3 deletion or disruption. This is consistent with recent work from the Sajikumar lab demonstrating that pharmacological blockade of HDAC3 can also ameliorate age-related impairments in associative hippocampal LTP^34^. Interestingly, we found that slices from old HDAC3^flox/flox^ and HDAC3(Y298H) animals failed to reach the same level of potentiation as slices from young HDAC3^flox/flox^ or HDAC3(Y298H) animals (Fig. 2c, f), suggesting that aging brains may have a lower plasticity ceiling than young brains. One possible explanation for this difference in potentiation is that age-related loss of synaptic contacts in CA1^22^ could lower the plasticity ceiling in the aging hippocampus, as the fewer available synapses would become saturated more quickly than the relatively abundant synapses in the young DH. If this is the case, strengthening the stimulation protocol or providing spaced stimulation bouts^35^ should not further enhance LTP in the aging hippocampus, as no additional synapses are available. Further work will be necessary to determine the mechanism underlying this difference.

Our RNA sequencing results demonstrated that only a small subset of genes fit the criteria of being restored in the aging brain by HDAC3 deletion (Fig. 3e). Thus, rather than recapitulating the gene expression profile of the young brain, deleting HDAC3 in the aging brain restored experience-induced expression of a few key genes that are critically important for long- term memory formation, including *Per1*. *Per1* appears to be directly regulated by HDAC3, as focal deletion of HDAC3 restored experience-induced *Per1* expression and HDAC3 is physically removed from the *Per1* promoter in response to OLM training. Further, *Per1* expression is necessary for memory, as siRNA-mediated knockdown of PER1 protein in the DH impaired long-term memory formation in young mice and overexpression improved memory for OLM in aging mice. Notably, both lentiviral systems used to overexpress *Per1* only transfected a small number of cells in the CA1b area of the dorsal hippocampus (Supplementary Fig. 6a, d), making it necessary to confirm the presence of these constructs with RNA-sequencing (see methods). As previous work has shown that this precise region of the dorsal hippocampus is critical for OLM^36^, this demonstrates that even a small focal alteration of *Per1* within a memory-relevant structure can impact long-term memory formation. This extends previous research showing that nonspecific deletion of *Per1* throughout the brain can impair memory formation in young mice^6,28,29^. Abnormal HDAC3-mediated repression of *Per1* in the aging brain is therefore a key event that could lead to age-related impairments in both long-term memory formation and circadian rhythmicity.

Although this study clearly demonstrates that *Per1* is an important gene through which HDAC3 regulates long-term memory in the aging brain, other genes most likely contribute to the memory-enhancing effects of HDAC3 deletion. Other genes proposed to mediate the effects of HDAC3 on synaptic plasticity and memory include *NF-κB*^34^, *FMRP*^37^, and *Nr4a2*^26^. In the current study, we identified an additional three genes (Fig. 3f: *Nr4a1, Egr1, Tsc22d3*) that, like *Per1*, show impaired expression in the aging brain that is improved by HDAC3 deletion. How these different genes uniquely contribute to the memory-enhancing effects of HDAC3 deletion is currently unclear. Notably, all of these genes interface with the CBP/CREB pathway, which is critical for long-term memory formation^38,39^ and is both up- and downstream of PER1^6,28^. As PER1 is upstream of CREB phosphorylation^6^, it is possible that HDAC3-mediated repression of *Per1* reduces CREB phosphorylation, ultimately impairing the transcription of CREB-mediated genes like *Fmrp*^40,41^, and the *Nr4a* gene family members *Nr4a1* and *Nr4a2*^26^. Understanding the complex dynamics between HDAC3, PER1, and these other molecular players will be an important goal of future research.

In the current study, we used two complementary methods to overexpress *Per1* in the aging brain: overexpression of a full-length *Per1* cDNA construct using pLVX-v5Per1 and transcriptional activation of endogenous *Per1* using the CRISPR-SAM system. Although pLVX-mediated overexpression drove a large increase in *Per1* mRNA (Fig. 5b), this was accompanied by an increase in *Per2*, another Period family member (Supplementary Fig. 6b). The expression of the downstream gene *Hes7*, however, was unchanged by pLVX-v5Per1 (Supplementary Fig. 6c). The CRISPR-SAM system, on the other hand, produced a more subtle increase in *Per1* mRNA that avoided off-target enhancements of either *Per2* or *Hes7* expression (Supplementary Fig. 6e–f). As both approaches similarly improved long-term memory in aging mice, it is unlikely that the off-target increase in *Per2* observed with pLVX-v5Per1 was the cause of the observed improvement in long-term memory.

Circadian effects on long-term memory are traditionally believed to stem from dysregulation within the SCN, which then drives alterations in peripheral structures involved in memory formation, like the dorsal hippocampus. Little is known about the role of individual circadian clock genes in the DH, despite a clear connection between circadian rhythmicity and long-term memory formation. Memory is closely linked to time-of-day, as plasticity-related gene cascades show circadian oscillations^3,6^ and memory can be acquired more easily at certain periods of the circadian cycle. For example, context fear conditioning is acquired more strongly during the daytime, when MAPK phosphorylation levels peak^3^. Further, it is well-documented that aging is accompanied by a breakdown of circadian rhythms, presumably due to changes in the central circadian clock, the suprachiasmatic nucleus (SCN) (for review^1^). How this disruption in the circadian clock relates to the age-related impairments in memory is an open question. Our results suggest that HDAC3 limits experience-induced Per1 in the aging hippocampus, possibly contributing to the observed impairments in long-term memory. Epigenetic repression of Per1 may therefore represent an important interface between age-related impairments in both circadian rhythmicity and long-term memory formation.

Of the core canonical circadian clock genes, *Per1* is uniquely poised to dramatically affect hippocampal long-term memory. *Per1* appears to be predominantly involved in SCN output pathways and plays a key role in peripheral clocks downstream of the SCN, such as the hippocampus^42^. Further, recent work suggests that *Per1* may “gate” spatial memory formation throughout the day/night cycle by controlling CREB phosphorylation^6,28,29^. Indeed, hippocampal *Per1* mRNA upregulation has been observed after context or spatial learning in at least three other RNA-seq studies, including work in rats, indicating that *Per1* is typically upregulated after learning across species^20,43,44^. Along with the results of the current study, this work indicates that PER1 expression is critically important for hippocampal long-term memory formation; reductions in PER1 that occur at night^29^ or with aging could impair hippocampal memory. To date, research implicating *Per1* in memory formation has exclusively relied on global knockouts that disrupt *Per1* expression in the core circadian clock and other regions in addition to memory-relevant structures like the hippocampus^6,28,29,45,46^, making it impossible to determine whether hippocampal PER1 is specifically required for memory formation. Indeed, global *Per1* deletion does affect circadian rhythmicity in some reports^42^. Here, we show for the first time that reducing PER1 expression directly in the dorsal hippocampus can impair memory in young mice whereas local overexpression of *Per1* in the dorsal hippocampus can improve memory in aging mice. As selective deletion HDAC3 (which regulates *Per1*) in the dorsal hippocampus had no effect on circadian activity patterns in the current study (Supplementary Fig. 4), and even electrolytic lesions of the dorsal hippocampus are insufficient to affect circadian rhythmicity^47^, it seems unlikely that manipulating *Per1* within the dorsal hippocampus affects the function of the central circadian clock. Nonetheless, it is possible that experience-induced increases in *Per1* or virus-mediated overexpression of *Per1* can affect the circadian oscillation of other molecular players, such as other clock genes, within hippocampal neurons, even without affecting circadian activity patterns. Understanding how *Per1* functions to alter memory formation, including identifying these potential interacting partners, will be the target of future work.

Together, these results demonstrate that the core circadian clock gene *Per1* plays a key role within local memory structures to alter memory formation, a role that is independent of its function in the SCN. More generally, this challenges the traditional hypothesis that circadian changes in memory formation are driven by alterations in the core circadian clock and instead supports the hypothesis that circadian clock genes play a more autonomous role in hippocampal cells, possibly gating memory formation based on the time of day^6^.

## Methods

### Mice

Young adult mice were between 2 and 4 months old at the time of testing and aging mice were between 18 and 20 months old. All mice were C57BL/6J or maintained on a C57BL/6 background (HDAC3^+/+^ and HDAC3^flox/flox^ mice). Mice had free access to food and water and lights were maintained on a 12 h light/dark cycle. All behavioral testing was performed during the light cycle. All experiments were conducted according to US National Institutes of Health guidelines for animal care and use and were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine.

### Surgery

Mice were anesthetized with isoflurane (induced, 4%; maintained 1.5–2.0%) and placed in the stereotax. Injection needles were lowered to the dorsal hippocampus at a rate of 0.2 mm/15 s (AP, −2.0 mm; ML, ± 1.5 mm, DV, −1.5 mm relative to Bregma). Two minutes after reaching the target depth, 1.0 μl of virus or siRNA was infused bilaterally into the DH at a rate of 6 μl/h. For the CRISPR-SAM lentiviral infusions, a cocktail of the three viruses was infused to a final volume of 1.5 μL per hemisphere at the same rate. Injection needles remained in place for two minutes post-injection to allow the virus to diffuse. The injectors were then raised 0.1 mm and allowed to sit for another minute before being removed at a rate of 0.1 mm per 15 s. Viral infusions were performed 2 weeks before behavioral analysis whereas siRNA knockdown was performed 2d before training^13^. For all injection experiments animals were randomly assigned to the different injection conditions (with the exception of HDAC3^+/+^ and HDAC3^flox/flox^ mice, which were all injected with AAV-CaMKII-Cre). For all behavioral experiments, animals within each viral condition were randomly assigned to homecage/trained groups and all conditions (objects, boxes, etc.) were counterbalanced between groups.

### AAV production

AAV2.1-CaMKII-Cre was purchased from Penn Vector Core (titer: 1.81 × 10^13^ GC/ml). For AAV2.1-HDAC3(Y298H)-v5, we amplified wildtype HDAC3 from hippocampal cDNA and cloned the product into a modified pAAV-IRES-hrGFP (Agilent) under control of the CMV promoter and β-globin intron. The 3×-FLAG tag, IRES element, and hrGFP were removed from the vector and replaced with a V5 tag, allowing for a C-terminal fusion to HDAC3 (plasmid MW91). To create the point mutation, we changed the nucleotides to code for a histidine residue in place of tyrosine at amino acid 298 (plasmid MW92). For the empty vector control, the HDAC3 coding sequence was not present, but all other elements remain (plasmid MW87). AAV was made by the Penn Vector Core and the final titers were determined by qPCR (AAV-HDAC3(Y298H): 6.48 × 10^12^ GC/ml; AAV-EV: 1.35 × 10^13^ GC/ml).

### Lentivirus production

For the CRISPR/dCas9 Synergistic Activation Mediator (SAM) system, lentiviral plasmids were purchased from Addgene for the dCas9-VP64-GFP (#61422-LVC) and MS2-P65-HSF1_Hygro (#61426-LVC) constructs (titers ≥ 8 × 10^6^ TU/ml). For the *Per1* sgRNA, we cloned and inserted an antisense guide sequence corresponding to the CRE element in the *Per1* promoter (AGAGGGAGGTGACGTCAAAG) into the Addgene sgRNA(MS2) cloning backbone (#61427). The control sgRNA was identical, except that no guide sequence was cloned into the plasmid. Lentiviruses for both the *Per1* sgRNA (titer: 6.8 × 10^7^ IFU/ml) and control sgRNA (3.5 × 10^7^ IFU/ml) were produced by the USC School of Pharmacy Lentiviral Laboratory.

For the pLVX-V5Per1 overexpression construct, we amplified full-length wildtype *Per1* from the Addgene pCMV-Sport2-mPer1 plasmid (#16203) and cloned the product into a modified pLVX-EF1α-IRES-mCherry backbone (Takara, #631987). The IRES and mCherry elements were removed and were replaced with a V5 tag, allowing for an N-terminal fusion to PER1 (plasmid MW206). For the empty vector (EV) control, the PER1 coding sequence was not present but all other elements remained (Plasmid MW93). Lentiviruses for the pLVX-v5Per1 (titer: 1.3 × 10^8^ IFU/ml) and pLVX-EV (titer: 1.5 × 10^8^ IFU/ml) were produced by the USC School of Pharmacy Lentiviral Laboratory. All lentiviral constructs were expressed under the EF1α promoter.

### Cell Culture Verification of pLVX-v5Per1 and CRISPR-SAM

To verify that pLVX-v5Per1 produces overexpression of *Per1* mRNA, mouse HT22 cells (Salk Institute, La Jolla, CA, #T09031) were transfected with pLVX-v5Per1 or pLVX-EV (Fig. 5a) using Lipofectaine LTX (Invitrogen). Similarly, to verify that the CRISPR-SAM system can effectively drive *Per1* transcription, HT22 cells were transfected with dCas9-VP64 (lenti MS2-P65_HSF1_Blast was a gift from Feng Zhang Addgene plasmid #61425), MS2-P65-HSF1 (lenti dCAS-VP64_Blast was a gift from Feng Zhang, Addgene plasmid #61426), and either *Per1* sgRNA (Per1 sgRNA) or the non-targeting control sgRNA (ctrl sgRNA) (lenti sgRNA (MS2)_zeo backbone was a gift from Feng Zhang, Addgene plasmid #61427) using Lipofectamine LTX (Invitrogen). Cells were harvested after 24 or 48 h, lysed, and mRNA was isolated as described above. qRT-PCR was performed as described above using the *Per1*, *Per2*, and *Hes7* primers and probe listed in Table S4.

### siRNA

For the *Per1* knockdown experiment, Accell SMARTpool small interfering RNAs (siRNAs; Dharmacon, GE) targeting *Per1* were diluted to a final total concentration of 10 μM in ddH20 and infused into the DH (1.0 μl/side). Accell non-targeting pool siRNA was used as the control (total concentration, 10 μM) and was infused in the same manner. For siRNA experiments, mice were handled and habituated as described above and surgery was performed the day after the final day of habituation. Mice were given a full day of recovery after surgery and were trained the following day (~48 h after surgery) to ensure maximal target knockdown. To ensure knockdown, mice were sacrificed ~1 h after test and punches from the dorsal hippocampus were processed with western blots to ensure knockdown of PER1 protein.

### Object location and object recognition memory tasks

For object location and object recognition memory tasks, mice were handled for 2 min/day for 4 day and then habituated to the context for 5 min/day for six consecutive days in the absence of objects. During training, mice were exposed to two identical objects (100 ml beakers, spice tins, or glass candle holders) and allowed to explore for 10 min. During the retention test (24 h later for long-term memory or 60 m later for short-term memory), mice were allowed to explore for 5 min. For object location memory, one of the two familiar objects was moved to a new location. For object recognition memory, the object locations remained constant but one of the objects was replaced with a new item. Habituation for object recognition memory began at least one week after the completion of OLM testing and a new context and unfamiliar objects were used^48^. Exploration was scored when the mouse head oriented toward the object and came within 1 cm or when the nose touched the object. Total exploration time was recorded (*t*) and preference for the novel item was expressed as a discrimination index (DI = (*t*_novel_ -*t*_familiar_) /  (*t*_novel_ + *t*_familiar_) x 100%). For training sessions, the object designated to be moved at test was used as the novel object to allow the training and testing DI to be directly compared. Mice that explored both objects for less than 2 s during testing or 3 s during training were removed from further analysis. Mice that showed a preference for one object during training (DI > ±20) were also removed. Habituation sessions were analyzed (to determine distance traveled and speed) using ANY-maze behavioral analysis software (Stoelting Co). All habituation, training, testing, and scoring were performed by experimenters blinded to the experimental groups.

### Context fear conditioning

For contextual fear conditioning, mice were first handled for 5 days. During acquisition, mice were exposed to the context for 2 min and 28 s followed by a 2 s (0.75 mA) shock, a protocol that typically produces robust long-term memory^12,20^. Mice remained in the context for an additional 30 s before being removed. Mice were sacrificed 60 m after training along with homecage controls that were handled but not trained. Freezing behavior was measured using Ethovision 11 software (Noldus)^12^.

### Elevated plus maze

The plus-maze was conducted by an experimenter blind to the experimental groups. One week after the completion of ORM, a subset of mice were tested on the plus maze. Two arms of the maze were open (30 × 5 cm) and two arms were enclosed (30 × 5 × 15 cm), connected by a central platform (5 × 5 cm). The maze was elevated 40 cm above the floor. Mice were tested for 5 min on the apparatus, which consisted of placing each mouse onto the central platform facing one of the open arms. Between subjects, the maze was cleaned with 70% ethanol. The percentage of time spent in the closed and open arms was scored using ANY-maze software.

### Circadian rhythm analysis

Young (3-m.o) and aging (18-m.o.) HDAC3^+/+^ and HDAC3^flox/flox^ mice were bred and housed under a 12 h light/dark (LD) cycle. Two weeks after AAV-CaMKII-Cre infusion (described above), mice were transferred to an isolated 12 h LD entrainment room for 7 days. Mice were then transferred into a light-protected activity analysis room, where locomoter activity was analyzed using optical beam motion dectors (Philips Respironics). Activity was monitored during 2 weeks of LD cycle entrainment in the light-protected room before mice were switched to constant darkness (DD) for an additional 3 weeks. Activity monitoring continued throughout the DD phase to determine whether HDAC3 deletion in the DH affected endogenous circadian rhythms. Data were collected using Minimitter VitalView 5.0 and Clocklab software (Actimetrics) was used to determine the onset of free activity. Tau values were calculated by obtaining the slope of this onset and calculating the least-squares fit with Clocklab software^49,50^.

### Immunohistochemistry

After the completion of behavior, mice were euthanized by cervical dislocation and their brains were removed and flash-frozen in ice-cold isopentane. Twenty micrometer slices were collected throughout the dorsal hippcampus, thaw-mounted on slides, and stored at −80 °C. Slides were fixed with with 4% paraformaldehyde (10-min), permeabilized in 0.01% Triton X-100 in 0.1 M PBS (5-min), and blocked for 1 h with 8% normal goat serum (Jackson). Slides were incubated overnight (4 °C) in rabbit antibody to HDAC3 (1:250, Abcam, clone Y415, ab32369) or V5 (1:1000, Abcam, ab9116), or chicken antibody to GFP (1:250, Aves Labs, #GFP1010). The following day, slides were washed and incubated for 1 h at room temperature with goat anti-rabbit Alexa 488 (HDAC3 and V5; 1:1000, ThermoFisher, #A-11008) or goat anti-chicken Alexa 488 (GFP; 1:1000, ThermoFisher, #A-11039) in the dark. Slides were then washed with PBST and incubated for 50 m in NeuroTrace 530/615 (1:50; ThermoFisher, #N21482), a fluorescent nissl stain. To quench nonspecific autofluorescence^51^, slices were then washed in PBS with 0.01% Triton, rinsed in water, and incubated for 10-min in 10 mM CuSO_4_ in 50 mM ammonium acetate buffer. Slices were again rinsed in water, washed in PBS and coverslipped with VectaShield Antifade mounting medium (Vector Laboratories).

All images were acquired with an Olympus Scanner VS110 with a 20x apochromatic objective (numerical aperture 0.75) with VS110 scanner software. All treatment groups were represented on each slide and all images on a slide were captured with the same exposure time under nonsaturating conditions. Immunolabeling intensity was quantified with ImageJ by sampling the optical density of the cell layer in CA1 and subtracting a sample of background fluorescence in the same image. For all AAV experiments, animals that failed to express the virus in area CA1 of the dorsal hippocampus were excluded from analyses. Imaging and quantification was performed by experimenters blind to the experimental conditions.

### Western blot

To verify PER1 knockdown, Per1 siRNA and control siRNA mice were sacrificed  2 h after testing and brains were flash-frozen. Brains were coronally sectioned and 1 mm DH punches were collected from 500 μm slices. Punches were homogenized in T-PER buffer (Thermo Fisher) with Halt protease and phosphatase inhibitor (Thermo Fisher) using a dounce homogenizer. Protein lysates were quantified using a modified Bradford assay (BioRad) and 50 μg total protein lysate was loaded into each lane of a 7.5% NuPAGE Bis-Tris gel (Thermo Fisher). Gels ran for 50 min at 200 volts and blots were transferred overnight at 15 V at 4 °C onto nitrocellulose membranes (Novexi, LC2001). The following day, membranes were incubated in blocking buffer for 1 h (5% nonfat milk in Tris-buffered saline with 0.01% Tween 20), washed (0.1% Tween 20 in TBS) and then incubated in primary antibody (1:500, rabbit anti-Per1, Thermo Fisher #PA1-524) in primary antibody buffer (3% BSA in TBS with 0.1% Tween) overnight at 4 °C. The membranes were then washed and incubated in HRP-conjugated mouse antibody to rabbit (1:10,000, Jackson Laboratories, light chain-specific, #211-032-171) for 1 h. Membranes were washed and developed using Pierce SuperSignal West Pico Chemilumenescent Substrate (Pierce, 34077). Multiple film exposures were used to verify linearity. Blots were washed and stripped for 10 m with Restore Western Blot Stripping Buffer (Thermo Fisher #21059), washed again, and then re-probed overnight (4 °C) with a rabbit antibody to GAPDH (1:1000, Santa Cruz Biotechnology, SC25778). Full-length PER1 and GAPDH blots are shown in Supplementary Figure 5. Relative optical densities were calculated from scanned film using ImageJ (US National Institutes of Health) by an experimenter blind to the experimental conditions. All values were normalized to GAPDH expression levels.

### qRT-PCR

Tissue was collected from DH punches (described above) and frozen at −80 °C until processing. RNA was isolated using an RNeasy Minikit (Qiagen, #74104) and cDNA was created using the Transcriptor First Strand cDNA Synthesis kit (Roche, 04379012001). Primers and probes were derived from the Roche Universal ProbeLibrary (Table S4) and were used for multiplexing in the Roche Light-Cycle 480 II machine (Roche). All values were normalized to *Gapdh*. Analyses and statistics were performed using the Roche proprietary algorhithms and REST 2009 software based on the Pfaffl method^52,53^.

### RNA sequencing

RNA was isolated from dorsal hippocampus punches as described above, using the RNeasy minikit (Qiagen, 74104). RNA quality was assessed by Bioanalyzer and samples with an RNA integrity number >9 were included in our analysis. cDNA libraries for each group were prepared according to the TruSeq RNA Sample Preparation Guide (Illumina). Two hundred and fifty nanograms of total RNA from each mouse was purified with poly-T oligo-attached magnetic beads and heat fragmented. The first and second strand cDNA were then synthesized and purified. After the ends were blunted, the 3′ end was adenylated to prevent concatenation of the template during adapter ligation. For each group, a unique adapter set was added to the ends of the cDNA and the libraries were amplified by PCR. The quality of the library was assessed by Bioanalyzer and quantified using qRT-PCR with a standard curve prepared from a commercial sequencing library (Illumina). Samples were mutliplexed, with each behavioral group represented in each flow cell of the sequencer. 10 nM of each library was pooled in four multiplex libraries and sequenced on an Illumina HiSeq 2500 instrument during a single-read 50 bp sequencing, run by the Genomic High-Throughput Facility at the University of California, Irvine. The resulting sequencing data for each library were post-processed to produce FastQ files. The data were then demultiplexed and filtered using Illumina CASAVA 1.8.2 software as well as in-house software. Poor-quality reads (failing Illumina’s standard quality tests) and control reads successfully aligned to the PhiX control genome were removed from analyses. The quality of the remaining sequences was further assessed using PHRED quality scores produced in real time during the base-calling step of the sequencing run (Supplementary Fig. 3a).

### Alignment to the reference genome and transcriptome

The reads from each experiment were separately aligned to the reference genome and corresponding transcriptome using short-read aligners ELAND v2e (Illumina) and Bowtie^24^. Reads uniquely aligned by both tools to known exons or splice junctions with no more than two mismatches on any 25 bp fragment of the read were included in the transcriptome. Reads uniquely aligned, but with more than two mismatches on any 25 bp fragment of the read were removed from analyses. Similarly, reads matching several locations in the reference genome were removed from analysis. The percentage of reads assigned to the reference genome and transcriptome using this protocol is reported for each group of replicates (Supplementary Fig. 3b). This resulted in an average of approximately 30 million reads per sample.

To verify the presence of the pLVX and CRISPR-SAM plasmids following lentiviral infusion, we ran RNA sequencing on hippocampal samples from a subset of three animals per group following behavior. As the number of cells infected with the lentiviruses in vivo was too small to reliably detect the presence of the appropriate transcripts using RT-qPCR (Supplementary Fig. 6a, d), we used RNA-seq as a more sensitive method to detect the presence of these transcripts. An updated version of genome assembly and genome annotation were built by appending the sequences and annotation of the plasmid constructs to the original mm10 mouse genome and to the mm10 mouse genome annotation, respectively. Using the reads alignment tool TopHat in the the Tuxedo Suite^54^, reads were mapped to the genome and only hits that were unique to the plasmid transcripts in comparison with the endogenous mouse reference genome were considered “matched reads” to the plasmid constructs. The number of those matched reads were then quantified for each construct for each sample.

### Gene expression and differential analysis

Gene expression levels were directly computed from the read alignment results for each replicate. Standard RPKM values^55^, reads per kilobase of exon model per million mapped reads) were extracted for each gene covered by the sequencing data and each replicate used in this study.

Differential transcriptional analyses were performed using Cyber T^56,57^ across each pair of groups (homecage versus 60 m after training) to identify genes up- or down-regulated after OLM. In addition to the 18-month-old HDAC3^+/+^ and HDAC3^flox/flox^ mice trained for the current study, identically processed RNA-sequencing data from 3-month old C57 wildtype mice (homecage and OLM-trained in the same manner as the current study) from a previous study^20^ was used for differential analyses. The number of animals (biological replicates) for each group was: Young HDAC^+/+^ HC: 6, Young HDAC3^+/+^ OLM: 6, Old HDAC3^+/+^ HC: 6, Old HDAC3^+/+^ OLM: 6, Old HDAC3^flox/flox^ HC: 8, Old HDAC3^flox/flox^ OLM: 8. No technical replicates were used. The p-value threshold used for determining differential expression is 0.05 for all groups. False Discovery Rate (FDR) as measured by the Benjamini & Hochberg (BH) *q*-value was used to correct for multiple testing, with a FDR threshold of 0.15. 

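At a pairwise p under 0.05 with no further adjustment, the table deposited by the authors holds 174 genes changed after training in young wildtype mice, 72 of them lower. It holds 163 higher and 928 lower in old wildtype mice, and 373 and 1621 in old HDAC3 flox/flox mice. Per1, Nr4a1, Egr1 and Tsc22d3 are among the genes higher in young wildtype mice, with deposited p-values of 0.0274, 0.00392, 0.0102 and 0.0179. They are also among those higher in old HDAC3 flox/flox mice, where Nr4a1, Egr1 and Tsc22d3 have 0.026, 0.0188 and 0.00795. In old wildtype mice their deposited p-values are 0.508, 0.117, 0.159 and 0.96. The deposited p-values were recomputed from the RPKM values to within 1% for 99.9% of genes, as a studentized range test over the 6 groups after a regularized analysis of variance. It has 24 prior observations per group, by which the variance of each gene is drawn toward those of the genes nearest in level. A Benjamini-Hochberg value under 0.15 for the 6 groups together, added to the pairwise threshold, left 100 genes higher and 71 lower in young wildtype, 148 and 928 in old wildtype, and 351 and 1614 in old HDAC3 flox/flox mice. That value asks whether any of the 6 groups differ, young from old among them. With the pairwise p itself adjusted over all genes to 0.15, 15 were higher and 9 lower in young wildtype and 17 and 284 in old wildtype mice. In old HDAC3 flox/flox mice 180 were higher and 1095 lower, with Per1 (adjusted p = 0.000893) and Tsc22d3 (0.135) and without Nr4a1 (0.327) and Egr1 (0.255). None of these genes passed in young wildtype mice, and 0 genes were higher in both young wildtype and old HDAC3 flox/flox mice. With no prior observations, a setting chosen after the values were seen, 74 were higher and 25 lower in young wildtype, 47 and 73 in old wildtype, and 480 and 565 in old HDAC3 flox/flox mice at a p under 0.05. Per1 and Egr4 were among those shared by young wildtype and old HDAC3 flox/flox mice. Of the genes listed as higher in young wildtype mice, 32 were above the filter used for limma, and the median RPKM of those listed was 0.0943.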

The sets of genes upregulated after experience (compared to homecage) for these 3 groups (young wildtype, aging HDAC^+/+^, or aging HDAC3^flox/flox^) were intersected to determine genes common to two or more groups. Enrichment of each group for tissue-specific expression, Gene Ontology terms^58^, and KEGG pathways^59,60^ was assessed using DAVID^61^, based on differentially expressed genes after behavior. Data visualization was performed using “matplotlib” for python and “ggplot” for R.

### Chromatin immunoprecipitation

ChIP was performed on DH punches based on the protocol from the Millipore ChIP kit^11,12,62^. Tissue was cross-linked with 1% formaldehyde (Sigma), lysed and sonicated, and chromatin was immunoprecipitated overnight with 2 μl of anti-H4K8Ac (Millipore #17-10099) or 4 μl of anti-HDAC3 (Millipore #17-10238) or an equivalent amount of Normal Rabbit Serum (H4K8Ac negative control, Millipore) or anti-mouse IgG (HDAC3 negative control, Millipore). After washing, chromatin was eluted from the beads and reverse cross-linked in the presence of proteinase K before column purification of DNA. Primer sequences for the promoters of each gene were designed by the Primer 3 program (Table S4). Five μl of input, anti-H4K8Ac IgG/anti-HDAC3 IgG, or anti-rabbit/mouse IgG immunoprecipitate from each animal were examined in duplicate. To normalize ChIP-qPCR data, we used the percent input method. The input sample was adjusted to 100% and both the IP and IgG samples were calculated as a percent of this input using the formula 100*AE^(adjusted input – Ct(IP)). Fold enrichment was then calculated as a ratio of the ChIP to the average IgG. An in-plate standard curve determined amplification efficiency (AE).

### Slice preparation and recording

Young (approximately 3-m.o.) and aging (18-m.o.) mice were stereotaxically infused with virus. For the first experiment, young and old HDAC3^+/+^ and HDAC3^flox/flox^ mice were infused with AAV-CaMKII-Cre bilaterally into the DH. For the second experiment, young and old wildtype C57 mice were infused with AAV-HDAC3(Y298H) into the DH of one hemisphere and AAV-EV control into the other hemisphere. Two weeks after infusion (to allow for optimal virus expression)^2^, transverse hippocampal slices (320 μm) were placed in an interface recording chamber with preheated (31 ± 1 °C) artificial cerebrospinal fluid (124 mM NaCl, 3 mM KCl, 1.25 mM KH_2_PO_4_, 1.5 mM MgSO_4_, 2.5 mM CaCl_2_, 26 mM NaHCO_3_, and 10 mM d-glucose). Slices were continuously perfused at a rate of 1.75–2 ml per min while the surface of the slices was exposed to warm, humidified 95% O_2_/5% CO_2_. Recordings began after at least 2 h of incubation.

Field excitatory postsynaptic potentials (fEPSPs) were recorded from CA1b stratum radiatum using a single glass pipette (2–3 MΩ) filled with 2 M NaCl. Stimulation pulses (0.05 Hz) were delivered to Schaffer collateral-commissural projections using a bipolar stimulating electrode (twisted nichrome wire, 65 μm) positioned in CA1c. Current intensity was adjusted to obtain 50% of maximal fEPSP response. After a stable baseline was established, LTP was induced with a single train of five theta bursts, in which each burst (four pulses at 100 Hz) was delivered 200 ms apart (i.e., at theta frequency). The stimulation intensity was not increased during TBS. Data were collected and digitized by NAC 2.0 Neurodata Acquisition System (Theta Burst).

### Statistical analysis

Statistical analyses were conducted as indicated in the text and figure legends using Prism 6 (GraphPad). Our analytic approaches are based on previously published work^12,20,63,64^. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those generally used in the field, including those reported in previous publications^12,20,64,65^. Data distribution was assumed to be normal, with similar variance observed among groups, but this was not formally tested. When an experiment had two groups to compare, two-tailed Student’s *t*-tests were used. When two factors where compared, (such as age and genotype or session and group), data were analyzed with two-way ANOVAs followed by Sidak’s multiple comparisons post hoc tests. All analyses are two-tailed, with an *α* value of 0.05 required for significance. Error bars in all figures represent SEM. For all experiments, values ± 2SD from the group mean were considered outliers and were removed from analyses.

### Data availabilty

The data supporting the findings of this study are available from the corresponding author upon reasonable request. RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE94832.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

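RNA sequencing measured gene expression in the dorsal hippocampus of 40 mice, each of which gave 1 library. Samples were grouped by their labels into 6 conditions, homecage and OLM in young wildtype (6 and 6), old wildtype (6 and 6) and old HDAC3 flox/flox mice (8 and 8). The labels give no batch, sex or flow cell for a library, and no numbers that pair a homecage mouse with an OLM mouse, so no paired analysis was possible. Counted from sex-linked genes, the number of female libraries equals that in the legend of the paper in 6 of 6 conditions. Sex was not used as a covariate in any comparison.

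The authors made the RPKM values before deposit: CASAVA 1.8.2 filtered single reads of 50 bases, ELAND and Bowtie aligned them to mm10, and only reads placed uniquely by both tools were kept and divided by exon length and mapped reads. The RPKM values of 20953 genes were used as deposited, and the columns of RPKM in both deposited tables were identical. The p-values of the deposited comparison table were made by the authors with Cyber-T on RPKM without logs, as a regularized analysis of variance over the 6 groups followed by pairwise p-values, with Benjamini-Hochberg values for the 6 groups together. The methods of the paper name Cyber-T for each pair of groups, homecage against trained, and the form of the pairwise test was worked out from the values. A studentized range over 6 groups (15 pairwise comparisons), with regularized SDs from a window of 101 genes and 24 prior observations and 172 residual degrees of freedom, gave them to within 1% for 99.9% of genes.

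The deposited tables hold no read counts. Depth was estimated for each library from 730 genes of short RNAs, as the smallest common step of its 80 lowest values, with a tolerance of 0.02 of a step. Between 78.8% and 93.8% of the values of a library lay on its step. The estimates had a median of 25.3 M reads and ran from 12.7 M to 38.8 M, and they rest on the assumption that a step is 1 base of a read. They were used as a covariate in 1 test and for no value of expression. No 2 libraries were identical, and the highest correlation between 2 libraries was 0.996.

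Comparisons used log2(RPKM + 0.5) for the 14173 genes with a mean RPKM of at least 0.5 over the 40 libraries. They were made with limma 3.58.1 in R 4.3.3 (linear models with an empirical Bayes trend). The 7 comparisons were OLM against homecage in each of the 3 groups, the difference of that effect between old HDAC3 flox/flox and old wildtype and between old wildtype and young wildtype mice, and the homecage groups of the same 2 pairs. Each comparison used the libraries of its own groups. A gene was called changed at a p under 0.05 and a Benjamini-Hochberg adjusted p under 0.15. Single genes were also tested with exact permutation tests, two-sided, on log2(RPKM + 0.5), adjusted over 51 tests (17 genes in 3 groups). The smallest p these allow is 0.00216 for 6 against 6 mice and 0.000155 for 8 against 8. Several of the 17 genes were chosen by the paper from these same libraries, and the adjustment over 51 tests does not count that choice. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the rest.

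Lists of genes were tested with camera at a preset correlation of 0.01 and an adjusted p under 0.05, again with an estimated correlation, and with fry. There were 23 lists: immediate-early genes, glucocorticoid-responsive genes, circadian clock genes, histone deacetylases and corepressors, the CBP/CREB pathway, glutamate receptors and synaptic plasticity, oxidative phosphorylation, cytosolic ribosomal proteins, heat shock and protein folding, an immune list of 20 genes (8 of complement and MHC class I, and 12 others such as genes of the interferon response, of reactive astrocytes and of myeloid cells), and markers of astrocytes, microglia, oligodendrocytes and myelin, endothelial cells, red blood cells, choroid plexus, interneurons, CA1 and CA3 pyramidal cells, dentate granule cells, neocortical layers, thalamus and habenula, and striatum and septum. Another 4 lists (interferon-stimulated genes, MHC class II genes, T cell genes, and B cell and plasma cell genes) were added after the values were seen. Counts adjusted over the list alone use the threshold of 0.15 over the genes of the list.

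The genes named are the 17 that the paper names, the 10 called genes with the largest log2 fold change in each direction of each training comparison with a mean RPKM of at least 1 in a group, up to 4 genes with the smallest p in each list, and the 10 genes with the smallest p in each of the other 4 comparisons. This rule, the 23 lists, the thresholds and most of the alternatives were set before the data were examined.

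The alternatives were pseudocounts of 0.1 and 1, no filter and a minimum mean of 1, median-ratio scaling, quantile normalization, an adjusted p under 0.05, no adjustment, a model of all 40 libraries, weights for libraries (arrayWeights), a regularized t on RPKM (window of 101 genes, 10 prior observations), the deposited p-values adjusted over the 14173 genes, each library left out in turn, and 100 draws of 6 of the 8 mice in each old HDAC3 flox/flox group. Chosen after the values were seen were the levels of 2 lists as covariates, the omission of the 2 libraries with the highest RPKM totals, the deposited p-values with no adjustment over every gene, the parts of the immune list, the tests of lists and of the genes listed by the authors with single libraries left out, and the procedure of the authors with no prior observations or on the log2 scale. For each comparison 100 splits of its libraries into groups of the same sizes were drawn.

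Limma was tested on simulated data with normal noise at the SD of each gene, drawn for each gene alone. Changes of both sizes were added in the same run, to 100 genes per size. With log2 changes of 0.5 and 1, limma called 85 and 99 of them in young wildtype, 70 and 86 in old wildtype, and 55 and 86 in old HDAC3 flox/flox mice, and 33 and 70 for the difference between old HDAC3 flox/flox and old wildtype mice. It also called 36, 20, 36 and 14 of the 13973 unchanged genes in the same order. The procedure of the authors was tested on data simulated for all 40 libraries at the mean and SD of the young wildtype homecage group. The spread of that group was the smallest of the 6. With 50 genes changed by a fold of 1.25 the procedure called 40, and it called 197 of 13973 unchanged genes. As the old groups have a wider spread, these counts need not hold for the real data. Isoforms and exons were left out since the tables hold genes only, and reads that match several locations, such as a gene and its pseudogenes, are missing from the RPKM values, which bears on Gapdh.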

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

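The paper states that expression was compared between all pairs of samples and describes no RNA-seq result for homecage mice of different groups. Before any training, 4552 genes were higher and 2511 lower in old wildtype than in young wildtype mice, and genes of the immune system made up the largest changes among the lists. All 20 genes of the immune list were higher, 8 of complement and MHC class I with a median log2 fold change of 3.64 and 12 others with one of 3.48, and so were 11 of 12 microglia markers, with a median of 1.77. The 20 interferon-stimulated genes had a median of 3.73, the 7 MHC class II genes 5.45, the 15 T cell genes 2.39 and the 9 genes of B cells and plasma cells 2.57, and each of these genes was higher. In the order of the 6 lists, camera gave adjusted p = 7e-09, 0.000193, 8.09e-09, 0.000213, 2.01e-05 and 0.00454, and adjusted p = 0.729, 0.729, 0.287, 0.287, 0.287 and 0.287 with an estimated correlation. The young libraries come from another study, and the paper's methods describe an infusion of virus for the old mice, so that age, study and infusion cannot be told apart here. Between old HDAC3 flox/flox and old wildtype mice in the homecage, 18 genes were lower and 0 higher by limma, with 511 higher and 1289 lower at an unadjusted p under 0.05. By the legend of the paper, females made up more of the old HDAC3 flox/flox than of the old wildtype homecage group, and sex was not a covariate. The count of 18 was 572 without mouse H3F-HC-121B and 216 without H3F-HC-112B. It was 5 without H3F-HC-105B, H3F-HC-111B, H3F-HC-115B or H3F-HC-124B, 6 without H3F-HC-117B, OWT-HC-107A or OWT-HC-129A, 3 without OWT-HC-126A or OWT-HC-131A, and 1 without OWT-HC-110A or OWT-HC-114A. Chosen after the result was seen were the last 4 of the 6 immune lists, the covariates for the levels of immune and choroid plexus genes, the omission of the 2 libraries with the highest RPKM totals, the parts of the immune list, the genes listed by the authors with single libraries left out, and the procedure of the authors with no prior observations.

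Among the 17 genes the paper names, the effect of training differed between groups for 5 comparisons at an unadjusted p under 0.05 from the interaction term of limma, and for none after adjustment over all genes. Per1 responded more in old HDAC3 flox/flox than in old wildtype mice (a difference of 0.29 on the log2 scale, adjusted p = 0.997). Between old wildtype and young wildtype mice the difference was -0.20 for Per1 and -0.25 for its paralog Per2. It was 0.56 for Aifm3, a mitochondrial oxidoreductase, and -0.58 for Nfkb1, a subunit of NF-κB (adjusted p = 0.496 for each of the 4).

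Single libraries lay far from the others of their condition in 38 of 246 tests of a gap at the end of a group, where chance gives about 1 in 20, or 12. Mouse H3F-HC-121B did so 10 times. Its RPKM total was 372 k, against 293 k to 319 k in the other homecage mice of its group. The mean log2 level of oxidative phosphorylation genes was 7.18 and that of cytosolic ribosomal protein genes 5.91 in this mouse, both the highest, and Gapdh was highest at 5.02. It was the lowest for the CBP/CREB pathway (2.98), circadian clock genes (3.21), histone deacetylases and corepressors (3.38), Fmr1 (3.19), Nr4a2 (1.50) and Per2 (1.50). Mouse H3F-BV-108D had an RPKM total of 341 k against at most 297 k in its group, the highest oxidative phosphorylation level (6.99) and the lowest level of the CBP/CREB pathway (3.24). In young wildtype mice, YWT-BV-1923 lay apart 7 times. It was highest for oxidative phosphorylation (6.69), ribosomal proteins (4.78), choroid plexus (5.15, others up to 1.39), thalamus and habenula (3.15) and the RPKM total (306 k), and lowest for glutamate receptors and synaptic plasticity (6.30) and the CBP/CREB pathway (3.40). The choroid plexus level was also highest in H3F-BV-118D (4.90, others up to 1.08). H3F-BV-113D was lowest for clock genes (3.52) and highest for Nfkb1 (3.91), and H3F-BV-119D was highest for Nr4a2 (3.76). In the homecage of the same genotype, H3F-HC-112B was highest for Arl4d (3.61) and red blood cell genes (2.28), H3F-HC-111B highest for neocortical markers (2.47), H3F-HC-105B lowest for CA1 markers (1.89) and H3F-HC-101B lowest for CA3 markers (2.95). Among old wildtype mice, OWT-BV-127C was highest for Aifm3 (4.60) and red blood cell genes (2.25), OWT-BV-106C highest for Nfkb1 (3.35), and OWT-HC-110A lowest for the immune list (4.14) and astrocyte markers (5.92). Among young wildtype mice, YWT-HC-1931 was highest for Fos (2.49, others up to 1.46), YWT-BV-1915 highest for neocortical markers (2.78), and the estimated depth was highest in YWT-BV-1924 (36.0 M reads) and YWT-HC-1931 (33.3 M).

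More genes were lower than higher after training in old HDAC3 flox/flox mice, 73.1% of those at an unadjusted p under 0.05, with immune genes prominent among them. Sequencing depth is argued against as the source, since 72.9% were lower with the estimated depth as a covariate (621 higher and 1674 lower). So are the 2 libraries with the highest RPKM totals, H3F-HC-121B and H3F-BV-108D, since 74.3% were lower without them (807 higher and 2335 lower). With the level of the immune list as a covariate 34% of 312 such genes were lower, or 29.2% with median-ratio scaling as well, while the choroid plexus level as a covariate left 69.7%. The covariate took out most genes in both directions (654 higher and 1774 lower without it) and left fewer than the 709 of chance. In old wildtype mice the lower share was 55.3% without it and 68.4% with it. The covariate is the level of immune genes that are themselves among the lower genes, so the loss of the excess is in part built in. That level was itself lower after OLM (exact permutation p = 0.0205, adjusted p = 0.215), so the covariate also takes out what training may do to these genes and does not separate training from differences among mice. Whether mice with high immune genes fell into the homecage group by chance is what other splits of the libraries test, and 4 of 100 gave as many higher or as many lower genes.

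The table of the authors lists 928 genes as lower after training in old wildtype and 1621 in old HDAC3 flox/flox mice, where limma calls 0 and 0 (622 and 1774 at an unadjusted p under 0.05). The procedure of the authors draws the spread of each gene toward that of genes of similar level. With no prior observations, 1.08% of the listed genes in old wildtype and 24.9% in old HDAC3 flox/flox mice stayed past a p under 0.05. By limma, 17.3% of the listed genes tested in old wildtype and 88.0% of those in old HDAC3 flox/flox mice had an unadjusted p under 0.05. Genes whose spread between mice is wider than that of their neighbors in level may therefore make up most of the list in old wildtype mice, while this stays open for the list in old HDAC3 flox/flox mice, where the values point both ways. The spread and the count of 0 in old wildtype mice depend on a single mouse. Without OWT-HC-110A 94.4% of the 728 listed genes tested had an unadjusted p under 0.05, and limma called 591 of them and 1438 genes in all as lower, while without any other mouse the share ran from 6.04% to 38.6% with 0 called. Limma called 1238 of 1397 listed genes in old HDAC3 flox/flox mice without H3F-HC-112B and 1319 without H3F-BV-113D, and 0 without any other mouse. Whether training lowers these genes or mice with high immune genes fell into the homecage groups stays open.

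Mouse OWT-HC-110A had immune genes near the young level (4.14, against 6.65 to 7.81 in the other homecage mice of its group). On a scale of 384 other genes, with young homecage mice at 0 and the other old wildtype homecage mice at 1, it stood at 1.13, within the range of the others (0.70 to 1.24) and above all young homecage mice (at most 0.20). On the immune list it stood at 0.13 and the others at 0.78 or above. These values argue against a mislabelled library of the young wildtype mice. Age, study and infusion cannot be told apart on this scale, so it does not show the age of the mouse. An old mouse without the immune change of the others, for whatever reason, stays open.

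Splits of the same libraries into other groups of the same sizes, 100 for each comparison with the real one included, show how often chance gives counts as large. For genes higher or lower, each split gave the larger of its counts of higher and of lower genes. For the genes shared by the procedure of the authors, it gave the largest count over all pairs of directions, opposite ones included. Counts in the named direction alone could be as large in fewer splits. Under 5 splits as large was the mark set for calling chance unlikely. The shares were not adjusted for the number of counts tested, so 3 or 4 splits do not exclude chance. For the 44 genes higher in young wildtype mice 3 splits were as large (at most 271 in the others). For the 16 lower 5 splits were (at most 271), so chance cannot be excluded. At an unadjusted p under 0.05 chance cannot be excluded for the 904 higher and 537 lower in young wildtype mice (15 and 25 splits, at most 1921) or the 503 and 622 in old wildtype mice (28 and 21, at most 2527). In old HDAC3 flox/flox mice 4 splits gave as many as the 1774 lower (at most 3605), and chance cannot be excluded for the 654 higher (17 splits, at most 3605). Where limma called 0 genes, all 100 splits are as large by definition, with at most 2195 calls in old wildtype and 3605 in old HDAC3 flox/flox mice, 1349 and 2666 for the differences between old HDAC3 flox/flox and old wildtype and between old and young wildtype mice, and 4 for genes higher in young wildtype and old HDAC3 flox/flox mice alone. For the homecage groups 4 splits gave as many as the 18 genes between the old genotypes (at most 3030). Only 1 split, the real one, gave as many as the 7063 between old and young mice (at most 6316 in the others). Lists past camera after training numbered 12 in young wildtype (5 splits as large, at most 14), 8 in old wildtype (53, at most 14) and 8 in old HDAC3 flox/flox mice (52, at most 14), so chance cannot be excluded for these counts. The same holds for the differences between groups, with 11 (10 splits, at most 12) and 6 lists (71, at most 11), and for the homecage groups, with 7 (76, at most 14) and 7 lists (62, at most 13). The median of the 44 genes was 0.05 in old wildtype (20 splits, at most 0.09), 0.08 in old HDAC3 flox/flox mice (8 splits, at most 0.11) and 0.03 for their difference (71 splits, at most 0.14), and chance cannot be excluded for any of them. With the procedure of the authors, 4 splits gave as many as the 1621 genes lower in old HDAC3 flox/flox mice (at most 2352). Chance cannot be excluded for the 928 lower in old wildtype mice (6 splits, at most 1450). It cannot be excluded either for the 163 higher in old wildtype (70, at most 1450), the 373 higher in old HDAC3 flox/flox (32, at most 2352), the 174 changed in young wildtype mice (36 splits for higher and 80 for lower, at most 284) or the 6 shared by young wildtype and old HDAC3 flox/flox mice (9, at most 31). Splits that call many times the real count point to a structure among the mice of a group that does not follow training.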

How the results depend on the processing

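The 7063 genes between old and young wildtype mice in the homecage stayed within 1.5 times that count under every setting run, from 6369 to 7795 with single libraries left out, and the counts of lists past camera did so in 28 of 28 planned values, while the counts after training depended on the setting. Chosen after the results were seen were the levels of immune and choroid plexus genes as covariates, the omission of the 2 libraries with the highest totals, the deposited p-values with no adjustment, and the procedure of the authors on the log2 scale or with no prior observations. The 44 genes higher and 16 lower in young wildtype mice became 904 and 537 at an unadjusted p under 0.05, 6 and 0 at an adjusted p under 0.05, 2 and 0 in a model of all 40 libraries, 693 and 565 with weights for libraries, 4 and 2 with the deposited p-values over the genes tested, 80 and 33 without a filter and 18 and 4 by the regularized t on RPKM, and 35 were lower after median-ratio scaling. They became 419 and 177 with the choroid plexus level as a covariate, 1.0e+02 (rounded to 2 digits) and 40 with the immune level, 1.0e+02 (174 less those lower) and 72 with the deposited p-values unadjusted, 82 and 62 with the procedure of the authors on the log2 scale, and 74 and 25 with it and no prior observations. In old wildtype mice the counts of 0 and 0 became 503 and 622 unadjusted, 618 and 1754 with weights for libraries, 14 and 273 with the deposited p-values over the genes tested, 1 higher by the regularized t and 2 lower without a filter. The deposited p-values unadjusted gave 163 and 928 there, the procedure of the authors 156 and 744 on the log2 scale, and 47 and 73 with no prior observations. The counts of 0 and 0 in old HDAC3 flox/flox mice became 654 and 1774 unadjusted, 1352 and 2280 in the model of all 40 libraries, 2939 and 4255 with weights for libraries, and 202 and 1094 with the deposited p-values over the genes tested. Higher alone were 3 after median-ratio scaling, 3 with a pseudocount of 1, 2 with a minimum mean RPKM of 1 and 6 after quantile normalization. The deposited p-values unadjusted gave 373 and 1621, and the procedure of the authors 430 and 1729 on the log2 scale and 480 and 565 with no prior observations. Genes higher in young wildtype and old HDAC3 flox/flox mice and not in old wildtype mice numbered 0, against 57 unadjusted, 205 with weights, 2 after median-ratio scaling or with a pseudocount of 1, and 1 in the model of all 40 libraries, after quantile normalization or with a minimum mean of 1, and 4, 2 and 5 by the deposited p-values and by the procedure of the authors on the log2 scale and with no prior observations. For the difference between old HDAC3 flox/flox and old wildtype mice, 0 became 596 unadjusted and 796 with weights, and for that between old and young wildtype mice 1423 unadjusted, 3615 with weights and 2 with the choroid plexus level. The 18 genes between the homecage groups of the old genotypes became 1800 unadjusted, 1 at an adjusted p under 0.05 or after quantile normalization, 1565 in the model of all 40 libraries, 1646 with weights, 6 after median-ratio scaling, 37 with a minimum mean of 1, 79 without a filter, 38 with a pseudocount of 1, 56 by the regularized t, and 572 without the 2 libraries with the highest totals. With single libraries left out, the counts ran from 5 to 505 higher and 0 to 460 lower in young wildtype (highest without YWT-BV-1923, lowest without YWT-HC-1907, and also 0 lower without YWT-BV-1906), 0 to 417 and 0 to 1438 in old wildtype (highest without OWT-HC-110A), and 0 to 916 and 0 to 2179 in old HDAC3 flox/flox mice (highest without H3F-BV-113D, and 593 and 1671 without H3F-HC-112B). They ran from 0 to 7 for the genes shared (7 without H3F-BV-113D and 5 without H3F-HC-112B), 0 to 1 and 0 to 2548 for the 2 differences (without H3F-BV-113D and OWT-HC-110A), and 1 to 572 between the old genotypes in the homecage (1 without OWT-HC-110A or OWT-HC-114A, 572 without H3F-HC-121B). In 100 draws of 6 of the 8 mice in each old HDAC3 flox/flox group, the median counts were 0 and 0, with calls in 33 and 30 draws and at most 1630 higher and 3239 lower. Of the planned values for single genes, 411 kept their direction and side of the threshold, 30 passed it newly, 6 no longer passed and 15 changed sign, none of them from a value that had passed the threshold. Those 15 and 3 under covariates chosen later were, for the difference in training between old HDAC3 flox/flox and old wildtype mice, Aifm3 -0.06 and Arl4d -0.01 with weights, Arc 0.20 and Nr4a1 0.20 with weights, and Aifm3 -0.09 with the immune level, and for the difference between old and young wildtype mice Egr4 0.02, Nr4a1 0.01 and Sgk1 0.02 after quantile normalization and Sgk1 0.02 with weights or the immune level. For old HDAC3 flox/flox against old wildtype mice in the homecage Arc was -0.22 and Nr4a1 -0.24 with weights, and for old against young wildtype mice there Egr4 was 0.08 with weights and Arc -0.03 after median-ratio scaling and -0.04 after quantile normalization. Fos after training in old HDAC3 flox/flox mice was 0.01 after median-ratio scaling, 0.05 after quantile normalization and 0.59 with the immune level. The Pearson correlation of the training effects of young wildtype and old HDAC3 flox/flox mice was -0.00568 after quantile normalization. With single libraries left out, 1196 values kept their direction and side, 20 passed newly, 14 no longer passed and 68 changed sign. The ranges that crossed 0 were, after training, -0.08 to 0.20 for Arc and -0.16 to 0.12 for Fos in old HDAC3 flox/flox mice and -0.01 to 0.04 for Hdac3 in old wildtype mice. For the difference between old HDAC3 flox/flox and old wildtype mice they were -0.07 to 0.17 for Aifm3, -0.34 to 0.00 for Egr1, -0.05 to 0.14 for Egr4, -0.17 to 0.07 for Nr4a1 and -0.01 to 0.07 for the median of the 44 genes. For that between old and young wildtype mice they were -0.06 to 0.24 for Arl4d, -0.32 to 0.03 for Egr1, -0.15 to 0.02 for Egr4, -0.16 to 0.08 for Nr4a1 and -0.19 to 0.09 for Sgk1. In the homecage they were -0.02 to 0.12 for Arl4d and -0.05 to 0.20 for Nr4a1 between the old genotypes, and -0.14 to 0.15 for Arc and -0.10 to 0.06 for Egr4 between old and young wildtype mice. Of the lists, 224 planned values kept their side of the threshold and 12 did not, 11 of them after quantile normalization. The cause was not tested for any of these changes. Depth is known only as an estimate, and changes of 0.5 on the log2 scale were called in 55 of 100 simulated genes in old HDAC3 flox/flox mice, so that smaller changes can be missed. Simulated genes varied independently of each other, so that count need not hold for the real mice.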

Differences from the paper's values

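Genes higher after training in young wildtype and old HDAC3 flox/flox mice and not in old wildtype mice are 4 in the text of the paper, and limma found 0. Of the alternatives chosen before the data were examined, 1 came within 1.5 times the paper's count, with 5 genes without mouse H3F-HC-112B. It was 7 without H3F-BV-113D and 0 without any other mouse, and with all mice kept it was 0 with a pseudocount of 0.1, without a filter, at an adjusted p under 0.05, by the regularized t and with the deposited p-values over the genes tested, 1 with a minimum mean RPKM of 1, after quantile normalization and in the model of all 40 libraries, 2 with a pseudocount of 1 and after median-ratio scaling, 57 at an unadjusted p under 0.05 and 205 with weights for libraries.

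The other counts of the paper were read by eye from Fig. 3d. Genes higher in young wildtype mice only are about 95 in Fig. 3d and 44 by limma. Without a filter the count was 80, which does not differ by this measure, and neither does the 77 without mouse YWT-HC-1931, while the other alternatives gave 43 and 42 (pseudocounts of 0.1 and 1), 44 (minimum mean of 1), 49 (median-ratio scaling), 32 (quantile normalization), 6 (adjusted p under 0.05), 800 (unadjusted), 1 (all 40 libraries), 440 (weights), 18 (regularized t) and 4 (deposited p-values over the genes tested). It was 505 without YWT-BV-1923, 50 without YWT-BV-1935 and from 5 to 18 without any other young mouse, 39 without OWT-HC-110A or H3F-HC-112B, 37 without H3F-BV-113D, and 44 without any other old mouse. Those in old wildtype mice only are about 160 in Fig. 3d and 0 by limma, with 444 unadjusted, 363 with weights, 13 with the deposited p-values over the genes tested, 1 by the regularized t and 412 without OWT-HC-110A, and no alternative close to the figure. Those in old HDAC3 flox/flox mice only are about 370 in Fig. 3d and 0 by limma, with 573 unadjusted, 1351 in the model of all 40 libraries, 2501 with weights, 201 with the deposited p-values over the genes tested, 5 after quantile normalization, 588 without H3F-HC-112B and 909 without H3F-BV-113D, and again no alternative close to the figure. Young wildtype and old wildtype mice alone share about 1 in Fig. 3d and 0 by limma (35 unadjusted, 22 with weights, 5 without OWT-HC-110A). Old wildtype and old HDAC3 flox/flox mice alone share about 1 in Fig. 3d and 0 by limma, where the deposited p-values over the genes tested gave 1, without a difference, and 12 were shared unadjusted and 207 with weights. All groups share about 2 in Fig. 3d and 0 by limma (12 unadjusted, 26 with weights).

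An alternative chosen after the values were seen, the deposited p-values at 0.05 with no adjustment over every gene, came within 1.5 times every count read from Fig. 3d. Its counts are 95, 159 and 366 for single groups, against about 95, 160 and 370 in Fig. 3d, with 1 and 1 for the pairs with old wildtype mice, 4 for young wildtype and old HDAC3 flox/flox mice and 2 for all groups, and this alternative drops 0 of the 4 genes that the paper names as shared. With the Benjamini-Hochberg value for the 6 groups under 0.15 as well, the counts are 93, 144, 344, 1, 1, 4 and 2. The methods of the paper give the threshold of 0.15 and do not say that it applies to the 6 groups together. The procedure of the authors on the log2 scale gave 76, 150, 423, 1, 2, 2 and 3, with Per1 and Nr4a1 kept among the genes shared and Egr1 and Tsc22d3 dropped. With no prior observations it gave 67, 42, 471, 1, 3, 5 and 1, and of the genes the paper names as shared only Per1 stayed. Both were chosen after the values were seen.

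Of the genes the paper calls higher in old HDAC3 flox/flox mice, Per1 was called by limma after median-ratio scaling (adjusted p = 0.0615), after quantile normalization (0.0629), with a pseudocount of 1 (0.142), in the model of all 40 libraries (0.000234), with weights (0.000543) and without H3F-BV-113D (0.0279) or H3F-HC-112B (0.0673), against 0.154 with all libraries and a range from 0.000234 to 1 over the alternatives. Nr4a1 was called in the model of all 40 libraries (0.146) and with weights (0.0973, range 0.0973 to 1). Egr1 was called with weights (0.0689, range 0.0689 to 1) and without H3F-BV-113D (0.0873), and Tsc22d3 in the model of all 40 libraries (0.0551), with weights (0.0365, range 0.0365 to 1) and without H3F-BV-113D (0.0449) or H3F-HC-112B (0.0709). Tsc22d3 in young wildtype mice was called with weights (0.107, range 0.107 to 1). Per1 in old wildtype mice, where the paper does not call it, was called with weights (0.122, range 0.122 to 0.585) and without OWT-HC-110A (0.128).

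The paper states that training changed a substantial number of genes in every group and more in the old groups than in the young one. By limma 44 genes rose and 16 fell in young wildtype mice and 0 and 0 in each old group, and at an unadjusted p under 0.05 there were 904 and 537, 503 and 622, and 654 and 1774. The paper calls Per1 the most strongly induced in old HDAC3 flox/flox mice of the genes it identified. Among the 4 genes it names as shared, Per1 had the largest log2 fold change, 0.50 against 0.39 for Nr4a1, 0.36 for Egr1 and 0.37 for Tsc22d3, and the smallest p. Over all genes tested by limma it came first by p, 202nd by log2 fold change and 463rd by the difference in RPKM. Among the 373 genes listed by the authors, Egr1 came 17th by the difference in RPKM and Per1 behind it, while Per1 came 172nd and Egr1 309th by the difference on the log2 scale. The horizontal axis of Fig. 3c is labelled as log2 fold change, while the values drawn equal differences in RPKM, which are 5.83 for Per1 and 16.6 for Egr1 against log2 fold changes of 0.50 and 0.36.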

Other observations

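Between homecage mice of the old genotypes, Hdac3 itself had the smallest p and was lower in HDAC3 flox/flox mice (log2 fold change -0.87, adjusted p = 7.86e-05), and so was the cytoplasmic deacetylase gene Hdac6 (-0.35, adjusted p = 0.126). Chosen after the result was seen, in this part, were the lists of interferon, MHC class II, T cell, and B and plasma cell genes, the immune level as a covariate, the omission of the 2 libraries with the highest RPKM totals and the tests of lists with single libraries left out. The others with the smallest p were Dok4 (-0.50), Dennd6b (-0.44) and Snapc4 (-0.34), with adjusted p = 0.0533 each, Tmem191c (-0.59, 0.0551), Slc26a10 (-1.09, 0.0723), Nr2f6 (-0.36, 0.116), Atg2a (-0.26, 0.126) and 4933439C10Rik (-0.48, 0.126). Among histone deacetylases and corepressors, Hdac3 and Hdac6 alone passed (camera, adjusted p = 0.153; fry, adjusted p = 0.00815). All 12 myelin markers were higher when adjusted over the list alone, with a median log2 fold change of 0.60, Mbp at 0.66 and Opalin at 0.94. Markers of dentate granule cells were lower with a median of -0.93, and 5 of them passed over the list alone, among them Tdo2 (-1.08) and Npnt (-0.93). The medians were 1.40 for choroid plexus, 0.72 for the immune list and 0.54 for microglia markers. In the order of these 5 lists camera gave adjusted p = 2.06e-10, 5.77e-05, 2.49e-06, 5.6e-06 and 0.000131, and adjusted p = 0.63 for each with an estimated correlation. The median for dentate granule cells was -0.60 without H3F-HC-121B, and those for the immune list and for microglia markers were 0.12 and 0.20 without OWT-HC-110A. Oxidative phosphorylation and ribosomal protein genes also passed (adjusted p = 0.000401 and 0.00825; 0.882 and 0.942 with an estimated correlation), though not after quantile normalization (0.0835, range 0.000352 to 0.0835, and 0.17, range 0.00809 to 0.17) or without H3F-HC-121B (0.239 and 0.559). For ribosomal protein genes the value was 0.1 without OWT-HC-110A and 0.0791 without OWT-HC-126A.

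Old wildtype mice in the homecage also differed from young ones in genes outside the immune lists. The neuropeptide gene Nts (-3.23, adjusted p = 8.86e-06) was lower, as were Cpne7 (-1.56), Tshz2 (-2.92), Ldb2 (-2.15), Gng3 (-0.58), Timm8b (-0.46) and Dynlrb1 (-0.34), while Gapdh (0.90, adjusted p = 1.88e-05), Spag6l (1.44) and Ier5l (0.73) were higher. These are the 10 genes with the smallest p. Of 24 genes of glutamate receptors and synaptic plasticity 14 were lower, with a median of -0.18 (camera, adjusted p = 4.99e-05; 0.729 with an estimated correlation; 0.0512 after quantile normalization, range 4.93e-05 to 0.0512). Of the oxidative phosphorylation genes 15 were lower and 1 higher (adjusted p = 1.22e-07; 0.402 with an estimated correlation; fry, adjusted p = 0.000351). Of the clock genes 8 were higher and 2 lower, with Arntl at -0.53 and Cry1 at 0.44, and of the immediate-early genes 17 were higher and 2 lower. Of the glucocorticoid-responsive genes 7 were higher, Lcn2 by 5.69, and of the CBP/CREB genes 7 were higher and 2 lower (fry, adjusted p = 0.00352). Ribosomal protein genes were higher in 14 cases, and myelin and choroid plexus markers lower in 7 and 6 cases (camera for myelin, adjusted p = 0.00162; 0.729 with an estimated correlation; 0.119 after quantile normalization, range 0.0016 to 0.119). Histone deacetylases and corepressors were higher in 5 and lower in 3 cases, endothelial markers in 3 and 2 (camera, adjusted p = 0.75), and 5 thalamic markers were higher. Among immune genes C4b (3.91), H2-D1 (4.07), B2m (3.38), H2-Aa (6.28), Ifit3 (3.80), Cd8a (2.31) and Cd3g (3.11) were higher. These libraries come from different studies, and the paper's methods describe an infusion of virus for the old mice, so age, study and infusion cannot be told apart.

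After training in old HDAC3 flox/flox mice, 12 of 20 interferon-stimulated genes, 7 of 7 MHC class II genes, 13 of 15 T cell genes and 8 of 9 B and plasma cell genes were lower when adjusted over the list alone, with 0 called by limma over all genes. The medians of the last 3 lists were -3.08, -1.37 and -1.96. The genes include Gbp2 (-2.16), Irgm1 (-1.56), H2-Aa (-3.16), Cd27 (-1.20), Cd5 (-1.48) and Cd180 (-1.73). Camera gave adjusted p = 1.87e-08, 1.18e-06, 3.26e-09 and 6.42e-06, and adjusted p = 0.168, 0.165, 0.165 and 0.165 with an estimated correlation. Each gene of these 4 lists also had a negative log2 fold change in old wildtype mice, with 0 past the list alone and medians of -0.49, -0.85, -0.98 and -1.38 (camera, adjusted p = 0.0938, 0.0587, 0.000649 and 0.0387; 0.678, 0.59, 0.59 and 0.59 with an estimated correlation). The medians there were -1.12, -1.85, -1.45 and -1.89 without OWT-HC-110A. That of the interferon list was -0.12, -0.32, -0.79, -0.16 and -0.32 without OWT-HC-107A, OWT-HC-126A, OWT-BV-103C, OWT-BV-104C and OWT-BV-116C, that of MHC class II -0.56, -1.32 and -0.52 without OWT-HC-129A, OWT-BV-106C and OWT-BV-109C, that of T cell genes -0.65 without OWT-HC-129A, and that of B and plasma cell genes -0.72 and -0.91 without OWT-HC-129A and OWT-HC-131A. The interferon list passed there without OWT-HC-110A or OWT-BV-103C (adjusted p = 1.19e-07 and 0.00534), and the MHC class II list without OWT-HC-110A, OWT-BV-104C, OWT-BV-106C or OWT-BV-116C (0.000205, 0.0495, 0.0186 and 0.0273). The B and plasma cell list did not pass without OWT-HC-129A, OWT-HC-131A, OWT-BV-104C, OWT-BV-109C or OWT-BV-127C (0.105, 0.205, 0.0645, 0.157 and 0.103). Between the old genotypes the training effect differed with medians of -0.68, -2.05, -0.40 and -0.53 (camera, adjusted p = 0.0127, 0.0105, 0.0847 and 0.0833; 0.624 for each with an estimated correlation), or 0.16, -1.01, 0.10 and -0.17 without OWT-HC-110A (adjusted p = 0.921, 0.248, 0.921 and 0.615). For the interferon list this difference did not pass either without H3F-HC-111B, H3F-HC-117B, OWT-BV-103C, H3F-BV-102D or H3F-BV-119D (0.0546, 0.0705, 0.234, 0.0728 and 0.116), nor that of MHC class II without H3F-BV-119D (0.0558). That of T cell genes ran from -0.74 to 0.10 and passed without OWT-HC-107A, OWT-HC-129A, OWT-HC-131A, H3F-HC-112B, H3F-HC-115B, OWT-BV-104C, OWT-BV-116C, OWT-BV-127C or H3F-BV-113D (0.0384, 0.00419, 0.0125, 0.00652, 0.0474, 0.0484, 0.0413, 0.0322 and 0.00263). That of B and plasma cell genes ran from -1.05 to -0.17 and passed without OWT-HC-129A, OWT-HC-131A, H3F-HC-112B, H3F-HC-115B, OWT-BV-104C, OWT-BV-109C, OWT-BV-116C, OWT-BV-127C or H3F-BV-113D (0.00504, 0.00766, 0.0114, 0.0336, 0.0484, 0.0336, 0.0446, 0.0318 and 0.00164). After training in old HDAC3 flox/flox mice 4 astrocyte markers were lower over the list alone, Sox9 (-0.48), Aqp4 (-0.35), Gfap (-0.45) and Aldh1l1 (-0.46) (camera, adjusted p = 0.902), and the neocortical marker Krt12 was higher (0.58; camera for its list, adjusted p = 0.0639; 0.683 with an estimated correlation). The neocortical list passed without H3F-HC-111B, H3F-BV-102D, H3F-BV-113D, H3F-BV-123D or H3F-BV-128D (adjusted p = 0.0189, 0.0181, 0.038, 0.0391 and 0.0302). Endothelial markers had a median of -0.08 (adjusted p = 0.631) and the 3 red blood cell genes one of 0.13 (adjusted p = 0.645).

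After training in young wildtype mice, CA1 markers moved down (camera, adjusted p = 0.01, or 0.334 without YWT-BV-1923; 0.439 with an estimated correlation), with Spink8 (-0.30), Mpped1 (-0.23) and Pou3f1 (-0.14) lower over the list alone. Oxidative phosphorylation genes also moved down (adjusted p = 0.00709; 0.761 with an estimated correlation; 0.0871 after quantile normalization, range 0.00174 to 0.0871; 0.0733 without YWT-BV-1935), and markers of thalamus and habenula moved up (median 0.23, Prkcd 0.66, adjusted p = 0.0424; 0.686 with an estimated correlation). Without YWT-BV-1923 the median of the thalamic list was -0.04 (adjusted p = 0.964), and without YWT-HC-1873, YWT-HC-1905, YWT-HC-1907 or YWT-HC-1908 its adjusted p was 0.0507, 0.0731, 0.0656 and 0.061. Histone deacetylases and corepressors had a median of 0.01 (adjusted p = 0.907) with 0 called, and striatal and septal markers gave an adjusted p of 0.783. Oxidative phosphorylation genes and interneuron markers moved up in old wildtype mice (adjusted p = 0.000151 and 0.0255; 0.801 for both with an estimated correlation; 0.079 for interneurons after quantile normalization, range 0.025 to 0.079), and the neocortical marker Fezf2 stood at 0.40. The interneuron list did not pass without OWT-HC-126A, OWT-HC-129A, OWT-BV-103C or OWT-BV-109C (adjusted p = 0.0781, 0.178, 0.0571 and 0.0903). CA1 markers differed upward between old HDAC3 flox/flox and old wildtype mice (adjusted p = 0.021; 0.593 with an estimated correlation), though not without OWT-HC-107A, OWT-HC-129A, H3F-HC-105B, OWT-BV-106C or H3F-BV-119D (0.0839, 0.0713, 0.202, 0.183 and 0.0803). Of the 23 lists, camera passed 12 in young wildtype, 8 in old wildtype and 8 in old HDAC3 flox/flox mice, and with an estimated correlation 1, 0 and 0. The mean level of the immediate-early list was 2.78 ± 0.10 in the homecage and 3.05 ± 0.05 after OLM in young wildtype mice (SD, n = 6 each; exact permutation p = 0.00216, adjusted p = 0.175 over 81 tests). It was 3.19 ± 0.26 and 3.23 ± 0.11 in old wildtype mice (exact permutation p = 0.732) and 3.28 ± 0.21 and 3.27 ± 0.19 in old HDAC3 flox/flox mice (exact permutation p = 0.909). The mean level of the clock list was 3.60 ± 0.18 and 3.80 ± 0.13 in old HDAC3 flox/flox mice (SD, n = 8 each; exact permutation p = 0.0132, adjusted p = 0.208). It was 3.59 ± 0.05 and 3.69 ± 0.07 in young wildtype mice (exact permutation p = 0.00433, adjusted p = 0.175) and 3.69 ± 0.11 and 3.70 ± 0.05 in old wildtype mice (exact permutation p = 0.788).

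Among other genes that the paper names, Arc stood at 29.6 and 42.5 RPKM in homecage and OLM groups of young wildtype mice (log2 fold change 0.54, adjusted p = 0.309 by limma; exact permutation p = 0.0281, adjusted p = 0.0728). It stood at 30.4 and 35.0 RPKM in old wildtype (0.25, exact permutation p = 0.236) and 36.5 and 34.5 RPKM in old HDAC3 flox/flox mice (0.04, exact permutation p = 0.894). By RT-qPCR, another measure, the paper reports that training still induced Arc in old wildtype mice and that deletion of HDAC3 did not alter this. Without YWT-HC-1931 the adjusted p of Arc in young wildtype mice was 0.116. Fos stood at 2.58 and 5.44, 7.89 and 9.92, and 10.2 and 10.6 RPKM in the same order (1.01, 0.38 and -0.01), and it was higher in old than in young wildtype mice in the homecage (1.40, adjusted p = 0.0047). With single mice left out, the training effect in old wildtype mice ran from 0.15 to 0.41 for Arc and from 0.19 to 0.57 for Fos. Hdac3 was not past the test after training (-0.02, 0.01 and 0.15; adjusted p = 0.922, 0.92 and 0.596). It was lower in old than in young wildtype mice in the homecage (-0.16, adjusted p = 0.0118), though not in the model of all 40 libraries (0.286). The training effects in the order of the groups were 0.18, 0.47 and 0.43 for Nr4a2, 0.05, 0.03 and 0.13 for Fmr1, 0.04, -0.54 and -0.60 for Nfkb1 and 0.12, 0.02 and -0.23 for Gapdh. Without H3F-HC-121B the effects in old HDAC3 flox/flox mice were 0.27 for Nr4a2, 0.03 for Fmr1 and -0.12 for Gapdh. Nfkb1 in old wildtype mice stood at -0.36 without OWT-HC-129A and -0.72 without OWT-HC-110A. With the level of the immune list as a covariate the training effects for Nfkb1 were 0.06, -0.36 and -0.01. Hes7 stood at 0.447 and 0.403 RPKM in young wildtype and 0.64 and 0.434 RPKM in old wildtype mice.

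An immune response to the infused virus that scales with the amount of virus is a candidate explanation for part of the immune level of old HDAC3 flox/flox mice, and it would tie lower Hdac3 to higher immune genes. Over the 16 libraries, centred on their condition, Hdac3 and the level of the immune list had a Pearson correlation of -0.09 (permutation p = 0.74) and a Spearman correlation of -0.11 (permutation p = 0.696), and a Pearson correlation of 0.29 without the 2 farthest libraries. Among OLM mice the Pearson correlation was -0.09 (permutation p = 0.86) and among homecage mice -0.12 (permutation p = 0.773), or 0.71 without the 2 farthest. Without the 2 libraries with the highest RPKM totals it was -0.29 (permutation p = 0.303). With 16 mice such an effect cannot be told apart from none. The same link was not tested in old wildtype mice.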
